# Integrated approaches to miRNAs target definition: time-series analysis in an osteosarcoma differentiative model

**DOI:** 10.1186/s12920-015-0106-0

**Published:** 2015-06-30

**Authors:** A. Grilli, M. Sciandra, M. Terracciano, P. Picci, K. Scotlandi

**Keywords:** microRNA, microRNA target, Array integrations, Osteosarcoma, miR-34a, TGFbeta signaling

## Abstract

**Background:**

microRNAs (miRs) are small non-coding RNAs involved in the fine regulation of several cellular processes by inhibiting their target genes at post-transcriptional level. Osteosarcoma (OS) is a tumor thought to be related to a molecular blockade of the normal process of osteoblast differentiation. The current paper explores temporal transcriptional modifications comparing an osteosarcoma cell line, Saos-2, and clones stably transfected with CD99, a molecule which was found to drive OS cells to terminally differentiate.

**Methods:**

Parental cell line and CD99 transfectants were cultured up to 14 days in differentiating medium. In this setting, OS cells were profiled by gene and miRNA expression arrays. Integration of gene and miRNA profiling was performed by both sequence complementarity and expression correlation. Further enrichment and network analyses were carried out to focus on the modulated pathways and on the interactions between transcriptome and miRNome. To track the temporal transcriptional modification, a PCA analysis with differentiated human MSC was performed.

**Results:**

We identified a strong (about 80 %) gene down-modulation where reversion towards the osteoblast-like phenotype matches significant enrichment in TGFbeta signaling players like AKT1 and SMADs. In parallel, we observed the modulation of several cancer-related microRNAs like miR-34a, miR-26b or miR-378. To decipher their impact on the modified transcriptional program in CD99 cells, we correlated gene and microRNA time-series data miR-34a, in particular, was found to regulate a distinct subnetwork of genes with respect to the rest of the other differentially expressed miRs and it appeared to be the main mediator of several TGFbeta signaling genes at initial and middle phases of differentiation. Integration studies further highlighted the involvement of TGFbeta pathway in the differentiation of OS cells towards osteoblasts and its regulation by microRNAs.

**Conclusions:**

These data underline that the expression of miR-34a and down-modulation of TGFbeta signaling emerge as pivotal events to drive CD99-mediated reversal of malignancy and activation of differentiation in OS cells. Our results describe crucial and specific interacting actors providing and supporting their relevance as potential targets for therapeutic differentiative strategies.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12920-015-0106-0) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are small non-coding RNAs that act as gene regulators at post-transcriptional level. At present, it is largely established that they have a central role in both physiological and pathological conditions. In particular, miRNAs have a central role in cancer as key regulators of a multitude of processes [1], like cell differentiation [2], cell proliferation, and apoptosis [3]. Their mechanism of action is exerted through the binding of their 6–7 nt seed sequence to 3’UTR of target mRNAs which thus lead to degradation or transcriptional repression, depending on partial or perfect sequence match. Currently, more than 2.5 thousand mature miRNAs have been discovered in humans (miRbase v.20); if we consider the small matching miRNA-target sequence, the entire transcriptome could be a putative target of miRNAs. Several predicting target algorithms, like TargetScan, miRanda, PicTar and Diana MicroT [4–7] are now a routine start point to target definition. However, determination of miRNA-mRNA interactions still remain a difficult task, as these algorithms introduce a very high number of false positives [8]. Furthermore, microRNAs have also been described as positive regulators at transcriptional level of mRNA expression [9–11], with a strict dependency on the cellular context [12]. New methods together with new computational approaches are continuously being developed. Among high-throughput methods, a strategy focused on expression correlation between genes and miRNAs microarrays has been defined [13, 14], based on the evidence that degradation of a mRNA target is preferred to inhibition of its translation [15, 16]. In specific contexts like time-series experiments, integration of miRNA-mRNA expression may add valuable information on dynamic changes in gene regulation with respect to data focused on a single time point. Analysis of differentiative processes by integration of gene and miRNA time-series data may thus result particularly helpful in identifying the set of regulatory interactions at different time-points, and assignment of different microRNAs to specific differentiative phases or processes.

Sarcomas are rare tumors caused by disruptions of mesenchymal cell differentiation [17–19]. In particular, osteosarcoma (OS) is a bone cancer caused by multiple and complex genetic alterations that ultimately result in a blockage of osteoblast differentiation. Although several pathways and genes related to development, such as Wnt signaling [20, 21], TGFbeta signaling [22], Notch signaling [23], Hedgehog signaling [24], have been found to be frequently dysregulated in this sarcoma, a more comprehensive view of the processes that are aberrantly modified during OS differentiation is still missing. Highly regulated expression of genes accomplishes the process of normal osteoblastogenesis during differentiation and development [25]. Considering that OS cells appear to be somehow ‘frozen’ in a state of incomplete osteogenic differentiation [26–28], a better insight into specific gene regulation during OS differentiation may help remove this block and may have therapeutic value. In this paper we investigated integration of time-series miRNome and transcriptome to provide a better comprehension of the potential role that miRNAs may have in reprogramming genome activity coupled with OS differentiation. Recently we found that re-expression of CD99, a cell surface molecule present in osteoblasts but generally lost in OS [29], can inhibit malignancy [29, 30] and reactivate terminal differentiation [28] of OS cells. We took advantage of this experimental model and compared miRNAs-mRNAs interactions of the parental Saos-2 OS cells and osteoblast differentiation-prone Sa/CD99 cell variants at basal and differentiating conditions. Multiple bioinformatics approaches were used: integration of target prediction and expression correlation methods identified modulated genes and pathways that are directly or indirectly under control of miRNAs reprogramming; network visualization clarified differential processes where modulated miRNAs act at each time point; PCA analysis described temporal transcriptional reversion of OS cells towards the osteoblastic phenotype.

## Results

By Affymetrix GeneChip and miRNA Agilent arrays we compared gene and miRNA expression profiles of CD99-transfected clones *versus* the respective parental cell line; four samples at each time point (two samples for Sa/CD99 and two for Saos-2) were profiled at basal conditions and after 7 and 14 days in osteoblast differentiation medium. A flowchart of the analyses is shown in Fig. 1 and matching numbers of each phase are resumed in Table 1.

**Fig. 1:**
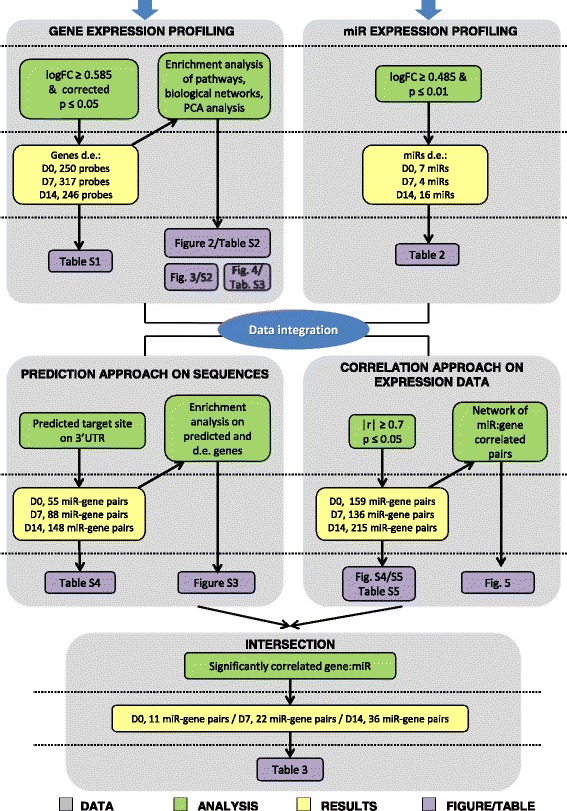
Flowchart of bioinformatic analyses. Gene and miRNA profiling of differentially expressed genes/miRs were initially integrated by correlation score of expression data or by prediction target databases. The two approaches were subsequently integrated to identify most significant miRNAs targets (d.e. = differentially expressed; FC = fold change of absolute values; p = *p*-value; r = Pearson’s product moment correlation coefficient; D0, D7, D14 = respectively day 0, day 7 and day 14)

**Table 1:** Numbers of bioinformatics analyses for each step are resumed

**Genes differentially expressed**				
	Day 0	Day 7	Day 14	Total
Probes	250	317	246	536
Probes up-regulated (%)	19 (7.6)	52 (16.4)	29 (11.8)	79 (20.1)
Probes down-regulated (%)	231 (92.4)	265 (83.6)	217 (88.2)	315 (79.9)
Annotated genes	159	215	184	350
Genes up-regulated (%)	17 (10.7)	46 (21.4)	24 (13.0)	67 (19.1)
Genes down-regulated (%)	142 (89.3)	169 (78.6)	160 (87.0)	267 (80.9)
**miRs differentially expressed**				
	Day 0	Day 7	Day 14	Total
miRs modulated	7	4	16	22
miRs up-regulated (%)	6 (85.6)	1 (25)	14 (87.5)	16 + 3^a^
miRs down-regulated (%)	1 (14.3)	3 (75)	2 (12.5)	3 + 3^a^
**Correlation and prediction methods**				
	Day 0	Day 7	Day 14	Total
Total correlations	1750	1268	3936	6954
Significant correlations (%)	159 (9.1)	136 (10.7)	215 (5.5)	510 (7.3)
Negative correlations (%)	119 (74.8)	106 (77.9)	70 (32.6)	295 (57.8)
Positive correlations (%)	40 (25.2)	30 (22.1)	145 (67.4)	215 (42.2)
miRs differentially expressed with predicted targets in at least 1 database	7	4	12	18
Total predictions at probe level	96	181	461	738
Total predictions at gene level	55	88	148	216
**Merge of correlation and prediction methods**				
	Day 0	Day 7	Day 14	Total
miRs	2	2	6	9
Genes	11	22	32	50
Significant couples miR-gene	11	22	36	61

^a^3 miRs change their modulation across time points

### CD99 over-expression fosters a massive down-regulation in gene expression of osteosarcoma cells and modulates specific pathways

Gene expression analysis identified 250 to 317 probes differentially expressed, depending on the time point (Additional file 1: Table S1). Differentially expressed genes are pointed out in a volcano plot in Additional file 2: Figure S1a. Interestingly, we observed a marked and time-constant down-regulation in gene expression when CD99 is re-expressed and cells are prone to terminal differentiation. From 78 % to 89 % of genes resulted under expressed (|logFC| ≥ 0.585 and *p*-value ≤ 0.05) with respect to the more aggressive and less differentiated parental cell line. Enrichment analysis showed a significant modulation of 32 pathways at day 0, 54 at day 7, and 17 at day 14 (Additional file 3: Table S2 for the 30 most significant pathways). Among the most significant modulated pathways we observed: “*TGF-beta dependent induction of EMT via SMADs*” (*p*-value = 3.78 E-08) and “*Regulation of epithelial to mesenchymal transition*” (*p*-value 2.78 E-06) (Fig. 2). *TGF-beta dependent induction of EMT via SMADs* pathway increased its significance during differentiation, with, over time, an increase of down-regulated genes (i.e., occludin, fibronectin). Genes involved in the apoptotic mechanism were constantly enriched but with wider involvement at initial phases (days 0 and 7), while enrichment in genes regulating the cell cycle (“*regulation of G1/S transition” p*-value = 1.8 E-08) was found only at day 0, in keeping with the functional role of these pathways in the reversion of malignancy and induction of differentiation. Considering single genes, a total of 64 genes were constantly modulated across all differentiative process and all but two constantly down-modulated. These genes were involved in several cellular processes like protection from apoptosis or survival (AKT1, TOX3, SMAD2, BAG5), chemoresistance, (MGST1*)*, Notch pathway (HEY2, and HES1), histone modifications (SNCA) and transcriptional regulation (SMAD4, PAX3). To define network hubs of CD99-mediated differentiation on the 64 genes constantly modulated, a network analysis by GeneGO was performed: 16 genes out of 64 were found to have a direct modulation, with a changeless cascade signaling involving SMAD2 and SMAD4 genes with AKT1 (Fig. 3). Interestingly, there is a variable sequence of gene patterns that interacts with this core network (Additional file 4: Figure S2): (i) at day 0, THEM4, PPP2R5C and C13orf15 (alias RGC32) (ii) at day 7, GAB2, BCL2, GRB10, JAK1 (iii) at day 14, MAPKAPK2, LYN ICAM1, LIF, FN1, HMGA2, VDR, ID1.

**Fig. 2:**
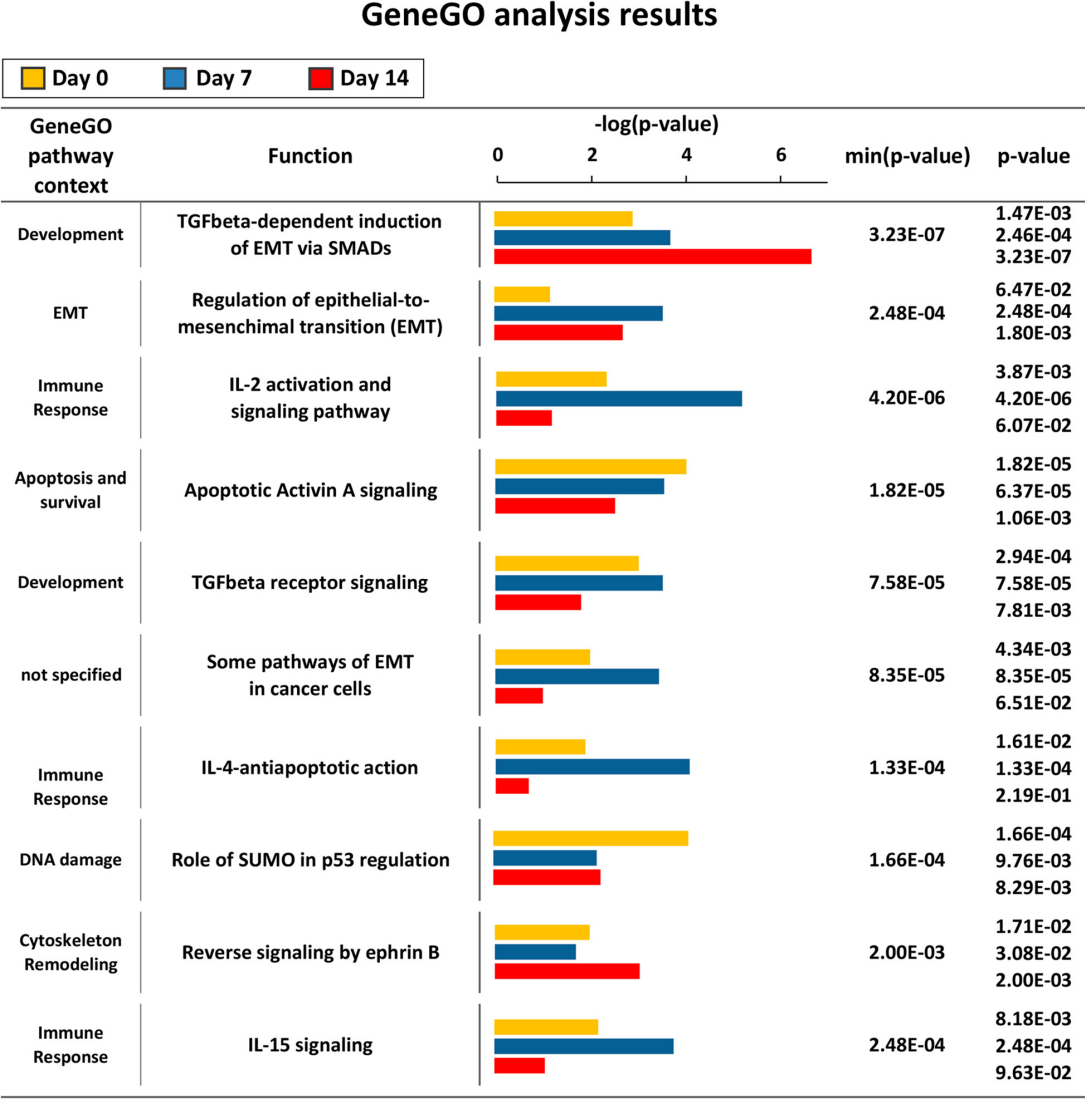
Enrichment analysis of biologically modulated pathways. Analysis first shows a significant enrichment in TGFbeta signaling modulated by SMAD proteins: as the majority of genes are down-regulated, we have inhibition of this pathway in Saos clones, with an effect that increases over time. Other important and significantly modulated are the EMT and Apoptotic pathways. (min (*p*-value) = most significant *p*-value among the 3 time points after multiple correction test)

**Fig. 3:**
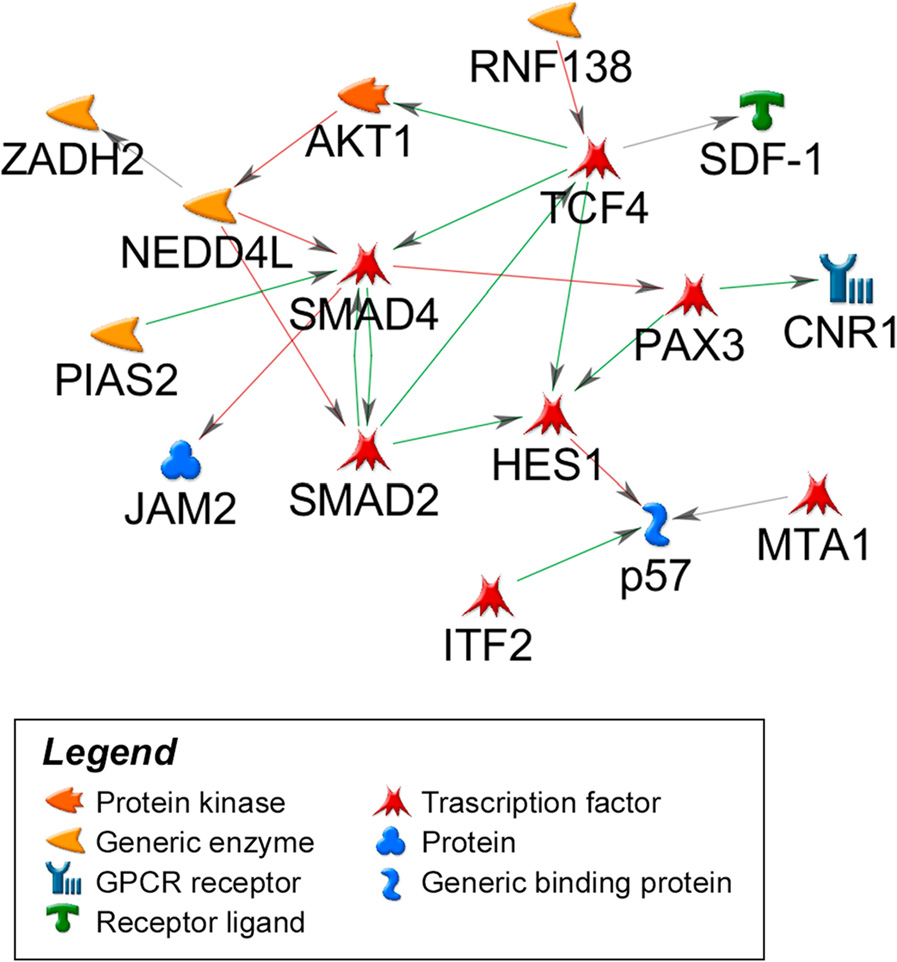
Network analysis of differentially expressed genes at all time points. Among the 64 genes significantly modulated at both basal and differentiative conditions, 16 have direct biological interaction according to literature (positive or activation, in green, negative or inhibition, in red, or unspecified effects, in gray) and participate in the network. All drawn genes are down-regulated

PCA meta-analysis with human mesenchymal stem cells (hMSCs) expression data was performed to see CD99 impact on the program of transcriptional differentiation. Due to array platform type and comparable experimental conditions limitations, we only recovered a single dataset of 3 human osteoblast cell lines [31]; these cells were derived from bone marrow hMSCs obtained from iliac crest and directed to osteoblast differentiation [32]. Expression profile of genes differentially expressed at basal (day 0, Fig. 4a and Additional file 5: Table S3) or in differentiative conditions (day 14, Fig. 4b) shows that OS cells prone to have a terminally differentiated phenotype (Sa/CD99 cells) tend to converge to osteoblasts cells. This confirms that our model may reflect a physiological process, thus providing valuable information on reversion toward an osteoblast-like phenotype of OS transfected cells.

**Fig. 4:**
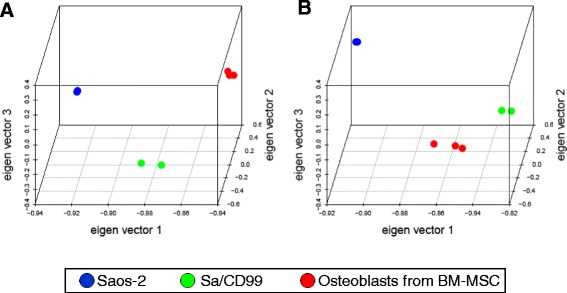
Meta-analysis with human osteoblast cells. Meta-analysis including expression profile of Saos-2, Sa/CD99 cells and human osteoblasts differentiated from bone marrow hMSCs (BM-MSCs) at day 0 (**a**) and day 14 (**b**). Transfected Sa/CD99 cells progressively shift from an OS profile (day 0) towards a less aggressive and more osteoblast-like phenotype (day 14)

### miRNAs modulation during differentiation emerges as a specific mechanism to define changes in gene profiling

Considering that widespread gene down-modulation was observed at all time points in consequence of the re-expression of CD99, we evaluated involvement of miRNAs as a possible epigenetic mechanism of gene regulation. 

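The miRNA data were 12 one-colour Agilent arrays, 2 for each of 6 groups: Saos-2, a human osteosarcoma cell line, and its CD99-transfected clones 22 and 36 (Sa/CD99), each at days 0, 7 and 14 of culture in differentiation medium. Each array held probes for 851 human miRNA names. The authors deposited the scanner intensity of each spot, not normalized between arrays, and a table of normalized log2 values for the same arrays. These records assign the arrays to different samples. Each of the 12 columns of the value table had the same detected and undetected miRNAs, 847 of 847 shared names, as exactly 1 scanner array, and in no case was this the scanner array filed under the same sample. The values given first below follow the samples under which the scanner arrays were filed. Values from the authors' deposited table follow its own column labels. Another set, the relabelled arrays, gives each scanner array the sample of its matching column of the table. The relabelled set was added after the data had been examined and after all 3 sets had been compared with Table 2, and it was for a time preferred because it lay closest to Table 2. That preference was withdrawn, because closeness to published values does not show which record names the cells correctly. The filed samples run in the order of slide and position for all 12 arrays. As filed, all Sa/CD99 arrays lay on 1 slide and all Saos-2 arrays on the other, so that slide and cell type cannot be told apart. The arrays of lowest total signal, from 8594 to 11371 against at least 25232 on the others, were all filed as Sa/CD99. They include both Sa/CD99 arrays of day 14, so that low signal and cell type cannot be told apart at that day. From 133 to 229 human miRNAs were detected on each Sa/CD99 array as filed and from 173 to 214 on each Saos-2 array. With 2 arrays per group, the number of arrays limits the precision. Spot intensities were background-corrected, quantile normalized, log2 transformed and summarised per miRNA by median polish, after the adaptation of rma named in the Methods. The 213 miRNAs detected on both arrays of at least 1 group were tested with limma in a single fit of the 6 groups, and each log2 fold change is Sa/CD99 minus Saos-2.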

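At the thresholds given in the Methods, an unadjusted p of at most 0.01 and an absolute log2 fold change of at least 0.485, limma called 7 miRNAs at day 0, 0 at day 7 and 15 at day 14 on the arrays as filed. At an unadjusted p of at most 0.05 and with no fold limit there were 50, 8 and 61. None of the calls was a miRNA of Table 2, and after Benjamini-Hochberg adjustment 0 miRNAs passed 0.05 at any of the 3 days. At day 14, 3 passed it with the total gene signal and 80 in a fit of only the 4 arrays of that day. The median log2 fold change of the 213 miRNAs was 0.29 at day 0, 0.050 at day 7 and 0.22 at day 14. Leaving out 1 array of the day in turn moved the number of calls between 0 and 22 at day 0, between 0 and 25 at day 7 and between 0 and 8 at day 14. The fit of only the 4 arrays of day 14 moved that count most, to 62, and with the clone and replicate numbers as a block it was 24. The authors' deposited value table gave 6, 7 and 20 calls by its own labels, of which 2, 3 and 5 were miRNAs of Table 2, and 6, 3 and 6 miRNAs passed 0.05 after adjustment. Every day 0 call of that table, and some of days 7 and 14, had 1 cell type undetected on both arrays. Undetected miRNAs stand at a floor there, which inflates differences, so these calls rest in part on floor values. The relabelled arrays gave 10, 4 and 11 calls, of which 4, 4 and 10 were miRNAs of Table 2, and 0, 1 and 1 passed 0.05 after adjustment.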

We thus analyzed miRNAs profile in transfectants versus parental cells and identified 7, 4, and 16 miRs with a significant differential expression at days 0, 7, and 14 respectively (Table 2 for miRNAs modulation and Additional file 2: Figure S1b for corresponding volcano plot). At days 0 and 14, the majority of miRs showed an up-regulation (respectively 6/7 and 14/16), in line with the hypothesis that gene expression down-regulation could at least partially be controlled by miRNAs. 

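The direction of the calls depended on the labels and on the processing. On the arrays as filed, 1 of the 7 miRNAs called at day 0 and 3 of the 15 called at day 14 were higher in Sa/CD99. In the authors' deposited value table, 1 of 6 was higher at day 0 and 15 of 20 at day 14. The relabelled arrays had 5 of 10 higher at day 0 and 10 of 11 at day 14. Under the filed labels, the higher calls of day 0 were 0 of 3 with 75th percentile scaling over the miRNAs detected on all arrays, 0 of 2 with this scaling over all probes, 0 of 6 with cyclic loess, 0 of 2 with normexp, 3 of 6 with no background correction and 5 of 14 with no filter. At day 14 they were 3 of 4 and 0 of 18 with these scalings, 3 of 9 with the total gene signal, 3 of 4 with normexp, 3 of 5 with no background correction, 7 of 15 with no filter and 19 of 62 in the fit of 4 arrays. The lower calls as filed included miR-765 at day 0, with a log2 fold change of -3.33 (adjusted p = 0.187 from limma) and detected on 1 of the 2 Sa/CD99 arrays, and miR-575 at day 14, undetected on both and at least 104-fold lower (adjusted p = 0.110), a bound equal to the fold between the group means. The paper sets the majority of up-regulated miRs beside its hypothesis that miRNAs could control part of the lower gene expression.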

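At day 7 the calls changed with the labels, the filter and single arrays. The arrays as filed gave no call on either side. Under the same labels limma called 3 with no filter, 2 without Saos-2 replicate 1 of that day and 25 without clone 36. In the authors' deposited value table, 2 of the 7 called miRNAs were higher in Sa/CD99. After relabelling 1 of the 4 was higher. The lower ones were miR-139-3p, with a log2 fold change of -2.10 (adjusted p = 0.00542 from limma) and detected on 1 of the 2 Sa/CD99 arrays, miR-892b, with -1.20 (adjusted p = 0.0660), and miR-1305. Without Saos-2 replicate 1 of day 7, 11 miRNAs were called on the relabelled arrays.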

On the contrary, miR up-regulation is not evident at day 7, maybe because of the lower number of significant miRs. In basal conditions (day 0), up-regulated miRNAs were: miR-1225-3p, miR-1305, miR-1238, miR-425, miR-191* and miR-34a, while miR-378 was the only down-regulated miR. This profile is therefore associated with a less aggressive phenotype more prone to differentiation. Among these miRs only miR-1305 was maintained significantly modulated over osteoblast-like differentiation. 

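None of these miRNAs passed the thresholds on the arrays as filed. There miR-1238 had a log2 fold change of 0.81 (adjusted p = 0.388 from limma), miR-191* 0.85 (adjusted p = 0.392), miR-425* 0.76 (adjusted p = 0.324) and miR-1225-3p 0.57 (adjusted p = 0.393). The log2 fold change of miR-1305 was -1.31 (adjusted p = 0.408) and that of miR-378 was -1.03 (adjusted p = 0.235), with miR-378 detected on 1 of the 2 Sa/CD99 arrays. In the authors' deposited value table, miR-378 was undetected on both Sa/CD99 arrays and at least 2.09-fold lower there. After relabelling miR-191*, at 1.39, and miR-1225-3p, at 1.31, were called, each with an adjusted p of 0.101, and miR-378 was called and at least 2.22-fold lower in Sa/CD99. A bound of this kind sets the mean of the group with signal against, on each array of the other, the higher of the lowest signal among detected miRNAs and the miRNA's own signal. On both relabelled Sa/CD99 arrays the own signal of miR-378 was the higher, so that this bound equals the fold between the group means. With the same labels miR-1238, at 0.97 (adjusted p = 0.231), miR-425*, at 0.98 (adjusted p = 0.353), and miR-1305, at 0.83 (adjusted p = 0.202), were higher and not called. After relabelling miR-1225-3p and miR-425* were each detected on 1 of the 2 Saos-2 arrays.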

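With the arrays as filed, miR-1305 was lower in Sa/CD99 at the later days too, with log2 fold changes of -1.33 at day 7 (adjusted p = 0.562 from limma) and -1.76 at day 14 (adjusted p = 0.315), each with a standard error of 1.19, and it was not called. The authors' deposited value table gave -0.88 at day 7 (adjusted p = 0.577), not called, and 1.75 at day 14 (adjusted p = 0.0372), called. The relabelled arrays gave -1.02 at day 7 (adjusted p = 0.211) and 2.04 at day 14 (adjusted p = 0.00323), called at both days and with a change of sign between them. Its log2 level after relabelling was 6.61 ± 0.11 (SD) in Sa/CD99 and 4.57 ± 0.31 (SD) in Saos-2 at day 14.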

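As the arrays were filed, miR-34a was lower in Sa/CD99. Its log2 fold change was -0.21 at day 0 (standard error 0.46, adjusted p = 0.733 from limma), -1.25 at day 7 (adjusted p = 0.544) and -0.92 at day 14 (adjusted p = 0.199), and it was not called on any day. It was detected on 1 of the 2 Sa/CD99 arrays at day 7 and at day 14, and on both arrays of each other group. The arrays without it, clone 22 of day 7 and clone 36 of day 14, had low total signals of 9537 and 11371. The other low-signal arrays, clone 36 of day 0 and clone 22 of day 14, read 2.24 and 1.89. Clone 36 of day 7, with a total signal of 56553, read 1.29. The day 0 value changed sign without clone 22, to 0.14, and without Saos-2 replicate 1, to 0.12. By the labels of the authors' deposited value table the direction was the opposite. In that table miR-34a was undetected on both Saos-2 arrays of day 0 and at least 3.94-fold higher in Sa/CD99, with a log2 fold change of 3.1 at day 7 (adjusted p = 0.230) and 1.17 at day 14 (adjusted p = 0.472), and it was called at days 0 and 7. The relabelled arrays also left it undetected in Saos-2 at day 0, at least 2.17-fold higher in Sa/CD99 (adjusted p = 0.101), a bound that again equals the fold between the group means, with log2 fold changes of 1.03 at day 7 (adjusted p = 0.211) and 0.37 at day 14 (adjusted p = 0.447), and it was called at days 0 and 7. Over the 23 alternatives run for each day, the adjusted p lay between 0.00581 and 0.961 at day 0, between 0.145 and 0.998 at day 7 and between 0.136 and 0.958 at day 14. With the relabelled arrays the day 0 call was lost without clone 22 and without Saos-2 replicate 2, and the day 7 call likewise. The paper sets the up-regulation of miR-34a beside the oncosuppressive role already described for this miR.

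**Figure D1:**
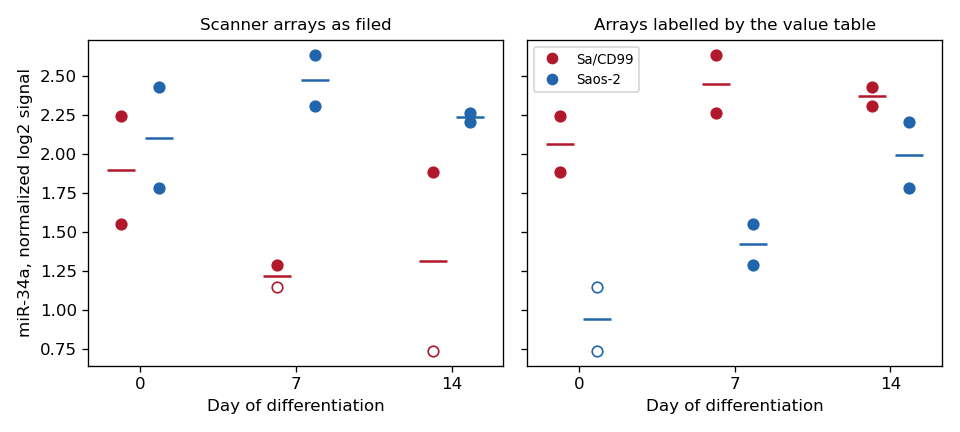
Normalized log2 signal of miR-34a on each array by day of differentiation, Sa/CD99 in red and Saos-2 in blue, with the arrays labelled as filed on the left and by the deposited value table on the right. Each point is 1 array, open points are arrays on which miR-34a was not detected, and each line is the mean of 2 arrays; at day 7 the Sa/CD99 mean is 1.22 as filed and 2.45 by the value table.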

Increased expression of miR-34a was significantly up-regulated at days 0 and 7, in keeping with the oncosuppressive role of this miR that negatively regulates cell proliferation while increasing apoptosis [33]. 

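At day 14 miR-342-3p was higher in Sa/CD99 on the arrays as filed, with a log2 fold change of 1.72 (adjusted p = 0.172 from limma), and not called. miR-1288, at -2.15 (adjusted p = 0.185), and miR-1914*, at -2.71 (adjusted p = 0.128), were lower, each detected on 1 of the 2 Sa/CD99 arrays. miR-139-3p was undetected on both Sa/CD99 arrays and at least 1.78-fold lower there. The other leading calls as filed were miR-1225-5p, at -5.89, miR-1207-5p, at -6.23, and miR-1915, at -5.68, the last 2 of them detected on 1 of the 2 Sa/CD99 arrays, and miR-188-5p, undetected on both and at least 54.5-fold lower, which is also the fold between the group means. Both Sa/CD99 arrays of day 14 as filed had a low total signal, 8594 and 11371 against 46314 and 40630 for Saos-2. Low signal and cell type cannot be told apart in these falls. In the authors' deposited value table miR-342-3p was lower and called, at -1.52 (adjusted p = 0.0780). There miR-139-3p, at 3.74 (adjusted p = 0.127), miR-1288, at 1.48 (adjusted p = 0.737), and miR-1914*, at 0.92 (adjusted p = 0.854), were higher and not called. After relabelling, miR-342-3p, at -1.34 (adjusted p = 0.113), was the only miRNA called as lower. miR-139-3p, at 1.29 (adjusted p = 0.0835), and miR-1914*, at 1.21 (adjusted p = 0.166), were called as higher, and miR-1288, at 1.46 (adjusted p = 0.214), was higher and not called. Without Saos-2 replicate 1 of day 14, 29 miRNAs were called after relabelling.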

When Sa/CD99 cells are terminally differentiated (day 14) [28], we observed a modulation of a different set of miRs: miR-342-3p was the most down-regulated, while miR-139-3p, miR-1288 and miR-1914* were the most up-regulated.

**Table 2:** Significantly modulated miRNAs in Sa/CD99 vs Saos-2 cells. For each day, log fold change and significance are shown

microRNA	Genomic position	Log fold change			Significance		
		Day 0	Day 7	Day 14	Day 0	Day 7	Day 14
hsa-miR-378	Ch5q32	−0.938	−0.323	0.109	0.00015	*ns*	*ns*
hsa-miR-34a	Ch1p36	0.777	0.781	0.327	0.00177	0.00171	ns
hsa-miR-1225-3p	Ch16p13	1.206	0.142	0.050	0.00193	*ns*	*ns*
hsa-miR-1305	Ch4q34	0.757	−0.965	1.750	0.00466	0.00108	0.00001
hsa-miR-1238	Ch19p13	0.969	0.627	−0.302	0.00593	*ns*	*ns*
hsa-miR-425*	Ch3p21	0.910	0.537	−0.199	000841	*ns*	*ns*
hsa-miR-191*	Ch3p21	1.027	0.553	−0.216	0.00859	*ns*	*ns*
hsa-miR-892b	ChXq27	0.176	−1.047	0.999	*ns*	0.00006	0.00008
hsa-miR-139-3p	Ch11q13	0.024	−1.562	1.013	*ns*	0.00017	0.00289
hsa-miR-500	ChXp11	0.008	−0.249	0.818	*ns*	*ns*	0.00066
hsa-miR-760	Ch1p22	−0.058	−0.251	0.737	*ns*	*ns*	0.00199
hsa-miR-1299	Ch9q21	−0.040	−0.260	0.778	*ns*	*ns*	0.00234
hsa-miR-342-3p	Ch14q32	−0.834	−0.808	−1.018	*ns*	*ns*	0.00428
hsa-miR-1181	Ch19p13	0.045	0.385	0.672	*ns*	*ns*	0.00473
hsa-miR-516a-5p	Ch19q13	−0.001	−0.049	0.512	*ns*	*ns*	0.00529
hsa-miR-1288	Ch17p11	0.575	−0.866	1.269	*ns*	*ns*	0.00547
hsa-miR-150*	Ch19q13	0.177	0.113	0.784	*ns*	*ns*	0.00663
hsa-miR-1914*	Ch20q13	0.276	−0.230	1.040	*ns*	*ns*	0.00669
hsa-miR-26b	Ch2q35	−0.433	−0.443	−0.687	*ns*	*ns*	0.00809
hsa-miR-520e	Ch19q13	0.036	0.231	0.610	*ns*	*ns*	0.00809
hsa-miR-202	Ch10q26	0.007	−0.255	0.607	*ns*	*ns*	0.00882
hsa-miR-1469	Ch15q26	−0.032	−0.146	0.579	*ns*	*ns*	0.00892

*ns* = not significant

### Dynamic interactions between mRNA and miRNA profiles defines miR-34a as a leading player of TGFbeta signaling in CD99 cells

As suggested in recent papers, different high-throughput methods may reduce the number of false positives in miRNA target definition [34]. Thus, we first integrated expression data of genes and microRNAs expression by Pearson’s correlation, then we defined putative target regions in the 3’ UTR of target genes by miRNA-mRNA sequence comparison. For expression correlations, both negative and positive *r* scores were considered. We finally integrated expression correlations and miRNAs target information approaches to identify the most interesting targets of differentially expressed miRs. We only used genes and miRNAs significantly modulated by CD99 transfection instead of calculating correlations or predictions for all or for moderately modulated probe:miRNA couples in arrays [35], since we considered these genes and miRNAs as the most informative for the differentiative program.

Previous expression analysis defined a total of 536 probes and 22 miRs differentially modulated in at least one out of three time points. To determine the putative target genes for each microRNA, we merged the predictions from 4 different prediction target algorithms: Diana MicroT, TargetScan, PicTar and miRanda. We obtained 96, 181, and 461 predicted targets at the 3 time points (Additional file 6: Table S4). There is at least one putative target for each microRNA at days 0 and 7, instead only 12 out of 16 miRs have predicted targets at day 14, because 4 miRs (miR-1181, miR-1288, miR-1914, miR-1469) are missing in the prediction target databases. The analysis showed that mir-34a has the highest number of predicted targets, respectively 44 and 73 genes at days 0 and 7. As expected, several genes are predicted targets of multiple microRNAs. A pathway enrichment analysis by GeneGO on predicted targets was performed to identify the putatively regulated biological pathways. We confirmed in this way the significant enrichment of genes related to TGF-Beta signaling pathway (Additional file 7: Figure S3). Several microRNAs seem to regulate multiple genes of the TGFbeta pathway, like miR-760: SMAD4/SMURF1, miR-378: SMAD2/SMAD4/SOS1, miR-26b: SMAD2/4, miR-520e: AKT1/SMAD4. miR-34a in particular shows a target site on the majority of these (SMAD2, SMAD4, AKT1, SMURF1).

Associations between miRNAs/mRNA were subsequently analyzed by correlative expression analysis. We plotted the frequency distribution of the global correlations across the 3 time points (Additional file 8: Figure S4). Notably, the 3 distributions have 3 distinct shapes and basically deviate from a normal distribution but related frequencies of *p*-values are in line with previously published studies [36]. On a total number of 6954 correlations, 510 (7.3 %) are significant (|r| ≥ 0.7 and *p*-value <0.05) (Additional file 9: Table S5), including both the positive and negative (see Table 1 for details of positive and negative percentages at the 3 time points). Since the analysis was performed at probe level, a total of 52 significant correlations of miRNA:gene were predicted more than once. In detail, we identified 159, 136, and 215 significant correlations at days 0, 7, and 14. The number of significant correlations for each microRNA is strongly heterogeneous (range: 4–207, mean: 23, median: 9). miR-34a show the highest number of negatively correlated probes (n = 70). Positive and significant correlations are 25.2 % and 22.1 % at days 0 and 7 respectively, while this percentage almost triplicates at day 14 (67.4 %) where a single miR, miR-26b, holds the majority of positive correlations (86/145) (Additional file 10: Figure S5). Among negative and significant correlations (70/215), we observed a strong correlation (−0.903) between ID1, one of the main down-stream targets of TGFbeta signaling [37], and miR-520e, a microRNA belonging to the miR-373/520 family: its over-expression has been recently described to have a tumor suppressive role in breast cancer, also by down-regulation of the TGFbeta signaling [38]. To further define interactions among miRNAs and related targets, we represented the resulting network of miRNA:gene by Cytoscape. At basal condition, we observed two main distinct subnetworks (Fig. 5) where part of the genes (56, 68 %) show a perfect star topology with miR-34a (network centralization = 1). The rest of genes are principally interconnected across 5 of 6 remaining miRs (network centralization = 0.552). To verify that the two separate networks were only partially related to the parameters we used for correlation, we tested less stringent combinations of Pearson’s score and *p*-value (data not shown). However, due to the very limited overlap between the two networks (7.5 % at the most) and the consequent increase in the number of false positives, we maintained the initial thresholds to optimize information. The presence of two separated subnetworks suggests a separate mechanism of action of miR-34a respect to the other miRs. miR-34a centrality is more evident at day 7, where almost all correlations concentrate on miR-34a itself. At advanced differentiation stages we observed a more interconnected mesh-like network, although miR-26b polarizes the majority of correlations.

**Fig. 5:**
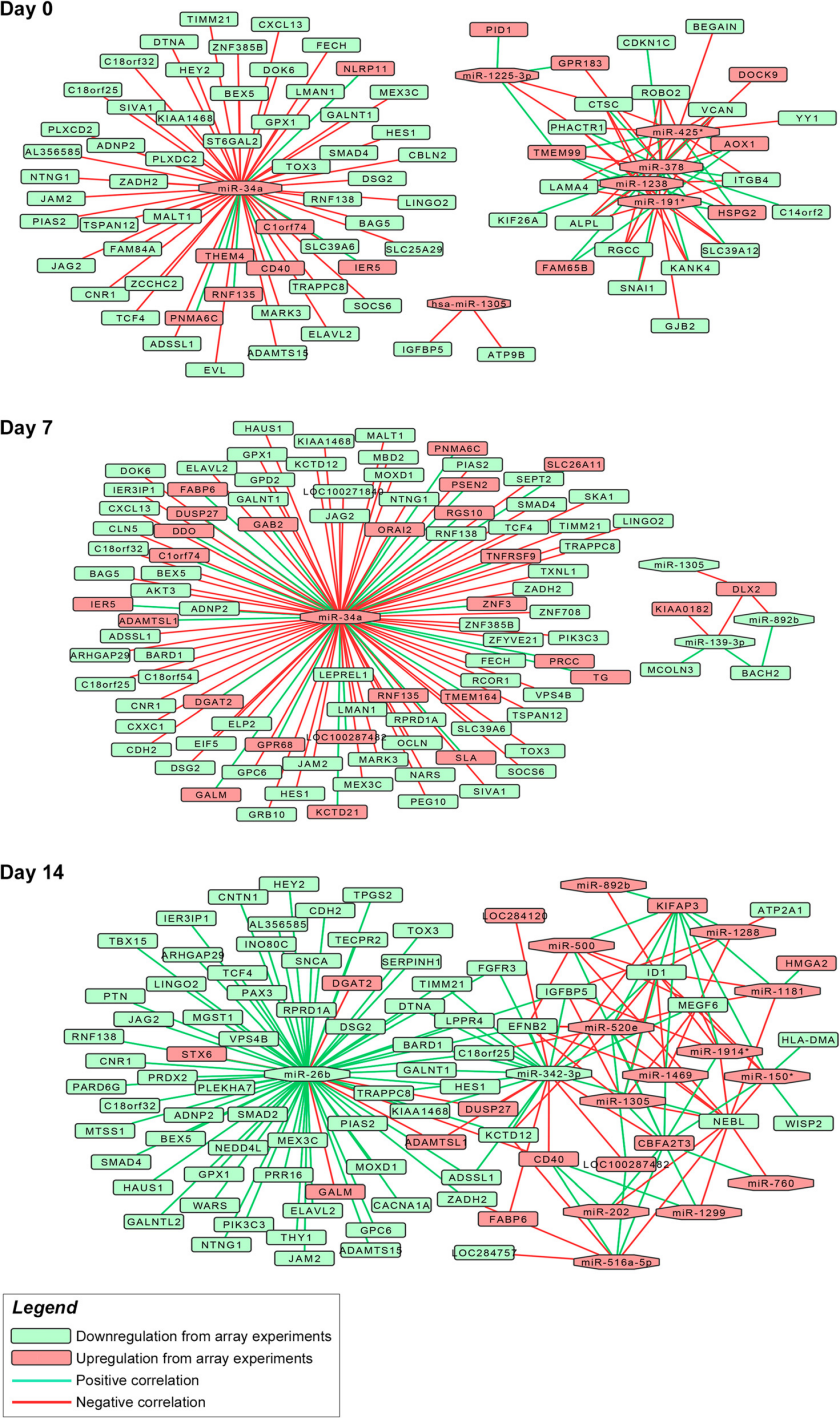
Network representation of significantly correlated miRNA: gene couples. At initial (day 0) and middle (day 7) phases of differentiation miR-34a shows the highest number of correlated probes, instead miR-26b shows the highest number at an advanced stage of differentiation (day 14). Interestingly, miR-34a in particular seems to have a distinct action because of the completely separated network compared to the other miRs

Finally, to define the most interesting couples miR:target, intersection of prediction and correlation approaches were used, identifying 62 couples miR:gene (Table 3). This analysis strongly reduced the number of miRs with a potential to regulate the system, only 9 out of the 22 differentially expressed microRNAs have at least one target significantly predicted and correlated. Five miRs have one single target gene (miR-202: CBFA2T3, miR-500: NEBL, miR-378: KIF26A, miR-892b: BACH2, miR-1305:ID1), with a restricted impact on gene expression modulation. Among the remaining 4 miRs (miR-26b, miR-34a, miR-342-3p, miR-520e), attention still points to miR-34a, which has the highest number (24) of predicted and correlated genes. Most correlations are negative (17/24) and, as expected, involve genes of TGFbeta pathway, such as SMAD4 (r = −0.904), AKT3 (r = −0.909) and GRB10 (r = −0.842). In contrast, the most down-regulated miRNAs, miR-342-3p and miR-26b, showed a prevalence of positive correlations with their targets (respectively 8/9 and 20/22), which indicate a more complex and possible indirect relationship with the regulated genes.

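Both miRNAs were higher in Sa/CD99 on every day on the arrays as filed, and neither was called. The log2 fold change of miR-26b was 0.57 at day 0 (adjusted p = 0.416 from limma), 0.71 at day 7 (adjusted p = 0.544) and 0.22 at day 14 (adjusted p = 0.766), and that of miR-342-3p was 1.83 at day 0 (adjusted p = 0.187) and 1.66 at day 7 (adjusted p = 0.544). In the authors' deposited value table miR-26b was lower on every day and called at day 14, at -2.70 (adjusted p = 0.0780). The relabelled arrays gave a lower miR-26b on every day with no call, at -0.80 at day 14 (adjusted p = 0.223).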

**Table 3:** Couples miRNA:gene after intersection of correlation and prediction approaches. There are 62 couples, where miR-34a shows the highest number of putative negatively correlated genes. When multiple probes per gene are significant, the most correlated is shown

		Correlation					Correlation		
miR name	Gene symbol	Day 0	Day 7	Day 14	miR name	Gene symbol	Day 0	Day 7	Day 14
hsa-miR-1305	ID1	*ns*	*ns*	−0.886	hsa-miR-26b	ADAMTSL1	*ns*	*ns*	−0.929
hsa-miR-202	CBFA2T3	*ns*	*ns*	0.931	hsa-miR-26b	ADNP2	*ns*	*ns*	0.94
hsa-miR-34a	AKT3	*ns*	−0.909	*ns*	hsa-miR-26b	ARHGAP29	*ns*	*ns*	0.924
hsa-miR-34a	ARHGAP29	*ns*	−0.927	*ns*	hsa-miR-26b	C18orf25	*ns*	*ns*	0.918
hsa-miR-34a	C18orf25	−0.945	−0.917	*ns*	hsa-miR-26b	CDH2	*ns*	*ns*	0.968
hsa-miR-34a	C1orf74	0.827	0.827	*ns*	hsa-miR-26b	CNR1	*ns*	*ns*	0.844
hsa-miR-34a	CD40	0.945	*ns*	*ns*	hsa-miR-26b	DTNA	*ns*	*ns*	0.908
hsa-miR-34a	DOK6	−0.885	−0.885	*ns*	hsa-miR-26b	ELAVL2	*ns*	*ns*	0.885
hsa-miR-34a	DTNA	−0.892	*ns*	*ns*	hsa-miR-26b	HES1	*ns*	*ns*	0.909
hsa-miR-34a	GALM	*ns*	0.815	*ns*	hsa-miR-26b	HEY2	*ns*	*ns*	0.94
hsa-miR-34a	GRB10	*ns*	−0.842	*ns*	hsa-miR-26b	JAM2	*ns*	*ns*	0.9
hsa-miR-34a	KCTD12	*ns*	−0.87	*ns*	hsa-miR-26b	KIAA1468	*ns*	*ns*	0.917
hsa-miR-34a	KCTD21	*ns*	0.813	*ns*	hsa-miR-26b	MEX3C	*ns*	*ns*	0.99
hsa-miR-34a	LMAN1	−0.884	−0.88	*ns*	hsa-miR-26b	NEDD4L	*ns*	*ns*	0.883
hsa-miR-34a	MEX3C	−0.938	−0.938	*ns*	hsa-miR-26b	NTNG1	*ns*	*ns*	0.907
hsa-miR-34a	NTNG1	−0.856	−0.856	*ns*	hsa-miR-26b	PLEKHA7	*ns*	*ns*	0.863
hsa-miR-34a	NTNG1	*ns*	−0.856	*ns*	hsa-miR-26b	RNF138	*ns*	*ns*	0.829
hsa-miR-34a	PEG10	*ns*	−0.941	*ns*	hsa-miR-26b	SMAD2	*ns*	*ns*	0.816
hsa-miR-34a	RPRD1A	*ns*	−0.877	*ns*	hsa-miR-26b	SMAD4	*ns*	*ns*	0.933
hsa-miR-34a	SMAD4	−0.904	−0.904	*ns*	hsa-miR-26b	STX6	*ns*	*ns*	−0.858
hsa-miR-34a	SOCS6	−0.982	−0.994	*ns*	hsa-miR-26b	TECPR2	*ns*	*ns*	0.885
hsa-miR-34a	TMEM164	*ns*	0.88	*ns*	hsa-miR-26b	VPS4B	*ns*	*ns*	0.864
hsa-miR-34a	TNFRSF9	*ns*	0.882	*ns*	hsa-miR-342-3p	BARD1	*ns*	*ns*	0.835
hsa-miR-34a	TXNL1	*ns*	−0.931	*ns*	hsa-miR-342-3p	C18orf25	*ns*	*ns*	0.934
hsa-miR-34a	ZFYVE21	*ns*	−0.878	*ns*	hsa-miR-342-3p	EFNB2	*ns*	*ns*	0.866
hsa-miR-34a	ZNF3	*ns*	0.823	*ns*	hsa-miR-342-3p	IGFBP5	*ns*	*ns*	0.897
hsa-miR-378	KIF26A	0.848	*ns*	*ns*	hsa-miR-342-3p	KCTD12	*ns*	*ns*	0.923
hsa-miR-500	NEBL	*ns*	*ns*	−0.903	hsa-miR-342-3p	KIAA1468	*ns*	*ns*	0.834
hsa-miR-520e	C18orf25	*ns*	*ns*	−0.823	hsa-miR-342-3p	KIFAP3	*ns*	*ns*	−0.903
hsa-miR-520e	EFNB2	*ns*	*ns*	−0.813	hsa-miR-342-3p	LPPR4	*ns*	*ns*	0.872
hsa-miR-892b	BACH2	*ns*	0.813	*ns*	hsa-miR-342-3p	MEGF6	*ns*	*ns*	0.951

*ns* = not significant

## Discussion

Etiology of OS still remains unclear although recent papers have related this tumor to a molecular blockade of the normal process of osteoblast differentiation [18]. OS cells are thought to derive from mesenchymal stem cells already committed towards osteblast differentiation and thus displaying features of osteo-progenitors [26]. Transformation hampers progression of malignant cells towards terminal osteoblastic differentiation while maintaining cell proliferation.

High-throughput screening techniques appear the most refined tool to identify pivotal players in complex biological processes: combination of different approaches to integrate several platforms can help better explore their fine tuning activity. Some authors have recently integrated a considerable number of high-throughput data from OS cell lines, either by miRNA vs mRNA expression profiles [39, 40] or vs CGH arrays [41] or by protein arrays [42], identifying miR-17/92 cluster [39] or TGFbeta pathway [42] as crucial mediators. However, all these studies focalized on the events at basal conditions and their expression during the differentiative process was not explored.

Besides alterations in Rb, p53 [18], and oncogene MET pathways, CD99 transmembrane antigen was also found to regulate differentiation of OS cells [26, 28]. In this paper we used CD99 transfected OS cells to explore the temporal transcriptional changes that couple with malignancy reversal and modulation of differentiation. CD99 is generally lost in OS cells and, when its expression is restored, the molecule switches cells from proliferation status to cell cycle withdrawal, favoring the achievement of a terminally osteoblast-differentiated phenotype, thus resembling the fate of mature osteoblasts [28]. This phenotype is confirmed by PCA meta-analysis, which shows the shift of Saos-2 cell genetic profile towards normal osteoblasts when CD99 is re-expressed. Gene expression analysis indicated that CD99 forced expression induced broad gene expression down-regulation: almost 80 % of genes showed decreased expression in CD99 transfected cells. Enrichment analysis revealed a significant modulation in Epithelial to Mesenchymal Transition (EMT), apoptosis and TGFbeta signaling pathways.

EMT has received considerable attention in the last years as a paradigm to explain invasive and metastatic behavior of cancer cells. Firstly described in carcinomas, the hallmarks of this program are the disruption of cell adhesion structures between adjacent cells, a dramatic remodeling of the cytoskeleton, and the acquisition of a mesenchymal phenotype. Reduced expression of epithelial markers, such as E-cadherin, and a simultaneous increase in mesenchymal marker expression, such as N-cadherin and vimentin characterize EMT, whose master regulators, *SNAIL1* and *SNAIL2* are direct transcriptional targets of the TGFbeta pathway SMADs mediators [43]. OS is characterized by the expression of EMT-related transcription factors, which are involved in the complex pathogenesis of the tumor [44]. Over-expression of CD99 determines a down-regulation of mesenchymal markers, such as fibronectin, and the transcription factor snail1. In keeping with the less malignant behavior, Sa/CD99 OS cells also exhibited down-modulation in genes belonging to TGFbeta signaling, a pathway that plays fundamental roles in carcinogenesis. TGFbeta, one of the most abundant growth factors stored and released by bone, is known to regulate a broad range of biological processes, including cell proliferation, cell survival, cell differentiation, cell migration, production of extracellular matrix molecules and regulation of cell stemness [45]. The combined actions of these cellular responses mediate the global effects of TGF-beta pathway on cancer, immune responses, angiogenesis, wound healing, development, and bone formation. In cancer, several studies have clearly demonstrated that TGFbeta signaling pathway can either foster or suppress tumor progression [46, 47]: depending on the cellular context and the type of TGF-beta signaling pathway that is initiated (Smad-dependent or Smad-independent pathway), the cell is directed to undergo either proliferation, differentiation or apoptosis. In the bone environment TGFbeta signaling is reported to inhibit osteoblast differentiation [48] while inducing proliferation and migration in OS cells [49, 50]. Together with hypoxia, TGFbeta has also been shown as an important element that prompts OS cells toward cancer stem cell phenotype [51]. In addition, Yang and Franchi et al. also found higher TGFbeta1 expression in the patients with high-grade osteosarcoma and lung metastasis [52, 53], indicating that TGF-beta signaling promoted the chemoresistance, tumorigenicity, and metastatic potential of OS. Decreased expression of genes belonging to TGFbeta signaling in the Sa/CD99 OS, which are reverted in malignancy and prone to differentiation, is thus consistent with the potential value of therapies targeting TGFbeta signaling. Reversing the tumorigenicity of OS cells and placing them back on the road to normal osteoblasts differentiation means not only the induction of progressive loss of proliferative capacities but generation of apoptosis, which is part of the program cell fate toward terminal osteoblast differentiation to osteocytes. According to these processes, network analysis of genes modulated in Sa/CD99 cells identified two core hubs composed of AKT1 and SMAD 2/4 proteins. In particular, SMAD4, one of the leading mediators of TGFbeta signaling [54], resulted to be the main hub with the highest number of connected genes (8/16). This protein has been found to have an oncogenic role in sarcomas [55] and in glioblastoma [56], while SMAD4 silencing induced growth inhibition and apoptosis in rhabdomyosarcoma cells [57]. Observation of the network analysis depicted a changeable entourage of important mediators that act at different stages. In particular, silencing of ID1, which interacts directly with SMAD4 at day 14, is essential for activation of terminal differentiation [37], while SMAD2, a partner of SMAD4 in TGFbeta signaling, enhances SMAD4 expression and suppresses osteocalcin [58], a marker of late osteoblast differentiation. SMAD2 is also expressed in the majority (85 %) of OS clinical samples [59], and its repression by microRNA mimics inhibits proliferation and invasion in OS cells [50]. The other component of the hub, AKT1 plays an important role in proliferation, survival, migration and metastatization of many cancers including OS [60]. Its widespread activation has been observed in OS patients with pulmonary metastatic disease [60], and AKT1 inhibition by Akt-siRNA or allosteric specific inhibitors was found to decrease cell migration and/or inhibit proliferation in several OS experimental models [61, 62], supporting the therapeutic attractiveness of AKT-targeted inhibitors. Besides direct activation, multiple studies have also suggested the existence of indirect mechanisms for TGFbeta activation of PI3K/AKT, where TGFbeta may act in concert with other stimuli. On the other hand, PI3K/AKT antagonizes TGFbeta-induced cytostatic responses and causes the shift in TGFbeta/SMAD signaling to its tumor-promoting mode during malignant tumor progression, thus indicating the existence of a signaling interplay between TGFbeta and PI3K/AKT pathways.

Taken together, annotation analysis of Sa/CD99 gene expression with respect to parental cells clearly identifies in down-regulation of TGFbeta/Smad4/Akt signaling a crucial event in the reversion of OS malignancy. Interestingly, miRNAs expression profiling also indicated a modulation of miRNAs that converge on TGFbeta pathway. A general miRNA up-regulation was observed after CD99 transfection. 

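Over the 3 days together, 6 Sa/CD99 arrays against 6 Saos-2 arrays, limma found 87 of 213 miRNAs at a Benjamini-Hochberg adjusted p of at most 0.05 on the arrays as filed, 36 higher and 51 lower in Sa/CD99. Of the calls, 24 of 86 were higher with 75th percentile scaling over the miRNAs detected on all arrays, 8 of 72 with this scaling over all probes, 6 of 47 with cyclic loess and 37 of 47 among miRNAs detected on all 12 arrays. The count was 154 with the clone and replicate numbers as a block, 0 without the filter on undetected miRNAs and between 0 and 133 with each array left out in turn. The correlation within the block was negative, at -0.29. With the clone numbers of day 7 crossed in the block, a setting chosen after the results were seen, the correlation was 0.18 and the count 50. The lower miRNAs included miR-630, at -4.87 (adjusted p = 0.0328), and miR-663, at -4.18 (adjusted p = 0.0238), each detected on 2 of the 6 Sa/CD99 arrays. The 4 arrays without them are the 4 of lowest total signal, so low signal and cell type cannot be told apart in these falls. The authors' deposited value table gave 6 miRNAs. The relabelled arrays gave 2, miR-342-3p, at -1.04, and miR-34a, at 0.84, each with an adjusted p of 0.0376, and miR-34a detected on 4 of the 6 Saos-2 arrays. That count was 0 with the block, 0 without the filter, and between 0 and 11 with each array left out.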

A signature of 22 modulated miRNAs was defined and their expression correlated with significantly modulated genes to detect important associations at each phase of cell differentiation. Network analysis identified in miR-34a and miR-26b the two main regulators in early (day 0 and day 7) or in late (day 14) phases of differentiation. These two miRs exhibit an opposite mechanism in regulating their respective targets: miR-26 mainly shows a direct correlation, which introduces to an indirect and difficult to unravel mechanism of regulation, whereas miR-34a displays a canonical down-regulation of its targets.

Enrichment analysis on predicted targets of significantly modulated miRNAs confirmed that TGFbeta signaling and apoptosis-related mechanisms could be miRNA-driven. In particular, miR-34a emerges as the main putative modulator of several genes of TGFbeta signaling. In our model, SMAD4 resulted to be the best candidate target at transcriptional level, in line with regulation of SMAD4 by miR-34a that has been recently shown in glioblastoma [56]. miR-34a is a well-known oncosuppressor miRNA found to induce cell-cycle arrest and apoptosis thorough negative regulation of proteins directly involved in the regulation of cell proliferation and/or cell death, such as E2F, cyclin D1, CDK4, CDK6, cyclin E2, and bcl-2 [63, 64]. miR-34, whose expression is generally reduced in most tumors [33] including OS [65], also displays a role in osteogenic differentiation [66]. Our results further support these evidences, indicating miR-34a as a leader player in the reversal of malignancy and reactivation of differentiation of OS cells by TGFbeta signaling down-modulation.

Complexity of the genetic landscape in OS cells together with its rarity make any targeted therapy difficult to be defined. In this context, the multiple approaches here adopted may represent a powerful tool to unravel and better characterize the genetic background associated with malignant phenotype of this tumor, thus offering identification of critical hubs for the design of differentiative therapeutic strategies.

## Conclusions

Our intent was to define the transcriptional modifications that characterize reversion of malignancy and induction of terminal osteoblast differentiation in OS. A global gene down-regulation was observed across the 14 days of in vitro differentiation and down-modulation of the TGFbeta signaling pathway, together with involvement of several important mediators like AKT1 and SMADs proteins, were defined as crucial events. The use of multiple analyses supported the interactions between miRNome and transcriptome and helped to define miRNAs impact on gene down-modulation. miR-34a was clearly identified as key regulator at initial and middle phases of OS differentiation toward osteoblast. To our knowledge, this is the first study where deciphering of the miRNAs role in the differentiative block of OS is tracked in time. miR-34a up-regulation followed by TGFbeta/SMAD4 signaling inhibition appeared as two crucial players able to induce malignant reversion and osteogenic differentiation of OS cells. These new insights could drive future efforts to investigate the relevance of miR-34a and TGFbeta signaling as potential targets for innovative therapeutic strategies against OS.

## Methods

### Cell lines

OS cell line Saos-2 was obtained from American Type Culture Collection (Manassas, VA, Rockville, MD). Stable transfectants expressing CD99 were obtained from Saos-2 cell line (Sa/CD99wt22, Sa/CD99wt36) by using calcium-phosphate transfection method [28] and tested for mycoplasma contamination every three months (last control September 2014) by PCR Mycoplasma detection Set (Takara Bio Inc., Shiga, Japan).

Cells were routinely cultured in Iscove’s modified Dulbecco’s medium (IMDM), supplemented with 100 U/ml penicillin, 100 μg/ml streptomycin, and 10 % inactivated fetal bovine serum (FBS) and maintained at 37 °C in a humidified 5 % CO_2_ atmosphere. Transfectants were selected in IMDM containing 10 % FBS and 500 μg/ml neomycin.

### Osteoblast differentiation

Four days after seeding cells were exposed to specific osteogenic medium, IMDM supplemented with 2 % FBS, 5 mM β-glycerophosphate and 50 μg/mL ascorbic acid (Sigma-Aldrich, St. Louis, MO) and maintained in differentiative conditions up to 14 days. Medium was renewed every 4 days. Cultures were harvested at various time points to collect RNA. Total RNA was extracted by the TRIzol extraction kit (Life Technologies, Grand Island, NY). Quality and quantity of RNA samples were assessed with NanoDrop analysis (NanoDrop Technologies). Expression of CD99 was verified by real-time PCR at basal and differentiative conditions in all profiled samples (Additional file 11: Figure S6).

### Microarray hybridization

Gene expression of Saos-2 and Sa/CD99 cells was profiled by Affymetrix (Santa Clara, CA, USA) GeneChip Human Genome U133A plus 2 according to manufacturer’s instructions and scanned by Affymetrix Scanner 3000 7G to obtain raw data. miRNAs profile was analyzed by Agilent (Santa Clara, CA, USA) Human miRNA microarray platform (v.3) according to manufacturer’s instructions, scanned with Agilent Scanner G2505 and analyzed by Feature Extraction (v10.5) software to obtain raw data. All raw data were inspected for visual and technical artifacts by Bioconductor (v 2.9) packages (*simpleaffy* [67], *affyPLM* and *AgiMicroRNA* [68] for miRNA data) on R (v. 2.15) and were considered of good quality. (see Additional file 12: Figure S7 for density plots of both gene and miRNA expression data, and Additional file 13: Table S6 for gene expression quality metrics). Two samples for Saos-2 and two for Sa/CD99 cells were profiled for each time point, for a total of 12 samples for either gene or miRNA expression profiling.

### mRNA and miRNA expression profiling

All microarray analyses were performed by Bioconductor packages on R. Gene expression data were quantified and normalized by *rma* [69] algorithm and log2 transformed. Probes with low expression (signal intensity of the probe ≤ 100 of absolute values in at least 75 % of samples) and low IQR, Inter-Quartile Range (IQR of log2 signals ≤ median of IQR across all samples) were filtered out. Differentially expressed genes between Sa/CD99 vs Saos-2 were detected using *limma* [70] package and corrected by FDR according to Benjamini and Hochberg multiple test correction. Genes were considered significant when logFC ≥ 0.585 (logFC, log fold change of absolute normalized values), corresponding to a fold change of 1.5, and *p*-value ≤ 0.05 after multiple test correction. Only probes matching well annotated genes according to Affymetrix HG_U133 Plus 2.0 array annotation and recovered by *hgu133plus2.db* Bioconductor package were preserved. MicroRNA expression data were quantified, log2 transformed and normalized in R using *AgiMicroRna* package [68], that uses an adaptation of rma method for microRNA data. Low or not expressed miRs were filtered out and remaining probes were tested for differential expression using *limma* modified *t*-test: miR was considered significant when logFC ≥ 0.485, corresponding to a fold change of 1.4, and *p*-value ≤ 0.01 in transfected vs parental cell lines. Microarray data are available at GEO database with SuperSeries accession number GSE61930.

### Correlations between miRNAs and genes profiling

Correlation was calculated between expression of miRNAs vs gene probes differentially expressed in at least 1 on 3 time points. Analysis was performed on normalized log2 expression data and considered significant when: |r| ≥ 0.7 and p ≤ 0.05, where r is the score according to Pearson’s correlation and p is the asymptotic *p*-value. Calculation was performed by R scripts using library *Hmisc*. For gene expression data, correlation was preserved at probe level, thus multiple significant correlations per gene may exist. Both positive and negative correlations were considered with putative biological relevance [10]. No multiple test correction was performed; to control type I error without reducing statistical power we opted for the use of an high Pearson’s r score.

### miRNA target prediction

Genes were considered putative target of microRNA when reported in at least 1 of the following databases: Targetscan (v. 6.0), miRanda (v. 3.0), Diana MicroT (v. 3.0), PicTar (v. 4-way). All predictions were downloaded from their respective web sites except for PicTar from UCSC genome browser (v. NCBI35/hg17). Only differentially expressed genes and miRs were taken into account for microRNA target prediction analysis. No score threshold was used for target prediction.

### Enrichment and network analyses

Enrichment analysis of pathways was performed using MetaCore in GeneGO (Thomson Reuters, New York, NY, USA) program. Biological pathways were defined according to “GeneGO Pathway Maps” manually curated database. Pathways were tested for significance by modified Fisher’s Exact Test and were corrected by FDR multiple test correction according to the Benjamini and Hochberg method, considered significant when the corrected *p*-value of enrichment was ≤ 0.1. Network analysis of biologically-related terms was performed with the direct interaction method in GeneGO, were an edge connecting two genes indicates their direct biological relation according to MetaCore database, which includes manually-curated database of human gene and protein interactions, built according to published literature. Network analysis was performed on genes differentially expressed at all time points. Background for statistical analysis by GeneGO is composed of the array gene list. Graphical representation of miRNA-gene from correlation and prediction analyses was performed using Cytoscape (v.3.0) [71].

### Meta-analysis

Expression data of human osteoblast derived from bone marrow hMSCs were recovered in GEO database with ID GSE9451 [31]. Expression data from osteosarcoma and mesenchymal cell lines were *rma* normalized together and log2 transformed before analysis. No further batch correction was performed. Meta-analysis was performed using *made4* package [72] on R. Expression data of differentially expressed genes in Sa/CD99 vs Saos-2 at day 0 or day 14 was used for PCA analysis for day 0 or day 14 respectively. The “pca” method for “ord” (ordination method) function and default settings as from *made4* introduction file were used.

## Additional files

Additional file 1: Table S1. Genes differentially expressed in Sa/CD99 vs. Saos-2 cells in at least one time point. Additional file 2: Figure S1. Volcano plot of gene (a) and miRNA (b) expression data: for both experiments, we marked out genes and miRNA differentially expressed in Sa/CD99 vs Saos-2 at day 0 (red), day 7 (green) and day 14 (blu). Additional file 3: Table S2. Thirty most significant pathways after enrichment analysis on differentially expressed genes. Additional file 4: Figure S2. Network analysis of differentially expressed genes at each single time point. Genes from the core network (Fig. 3) are circled in red. Additional file 5: Table S3. Euclidean distances of the eigenvector from PCA analysis for Sa/CD99 transfectants, Saos-2 parental and Osteoblast from BM-MSC cells. Distance is calculated on the mean of eigenvectors for each cell type. Additional file 6: Table S4. Couples of significant gene-miR from prediction approach. Additional file 7: Figure S3. Enrichment analysis of biologically modulated pathways on modulated predicted targets. Additional file 8: Figure S4. Frequency histogram of Pearson’s correlation scores (on left) and of related *p*-values (on right) at the three time points for differentially expressed genes and miRNAs. Dashed lines indicate the threshold (|r| ≥ 0.7 and *p*-value ≤ 0.05) used to consider significant a correlation. Additional file 9: Table S5. Couples of significant gene-miR from correlation approach. Additional file 10: Figure S5. Percentage of negative and positive correlations at each time point and at all time points. Additional file 11: Figure S6. Expression levels of CD99 were verified by real-time PCR in parental Saos-2 and both clones for all three days analyzed by expression profiling. Additional file 12: Figure S7. Density plots of gene and miRNA expression data for all arrays, used for quality control. Additional file 13: Table S6. Quality control parameters of gene expression arrays are shown. All values respect suggestion of Affymetrix quality control (for details see *simple affy* package vignettes).

## Abbreviations

miRNAs or miRs: microRNAs
OS: Osteosarcoma
hMSCs: Human mesenchymal stem cells
EMT: Epithelial-mesenchymal transition

# Supplementary material for: Integrated approaches to miRNAs target definition: time-series analysis in an osteosarcoma differentiative model
**Source:** BMC Med Genomics. 2015 Jun 30;8:34. doi: 10.1186/s12920-015-0106-0
**Supplement:** Additional file 2: Figure S1. — Volcano plot of gene (a) and miRNA (b) expression data: for both experiments, we marked out genes and miRNA differentially expressed in Sa/CD99 vs Saos-2 at day 0 (red), day 7 (green) and day 14 (blu).

**A)****Gene expression analysis**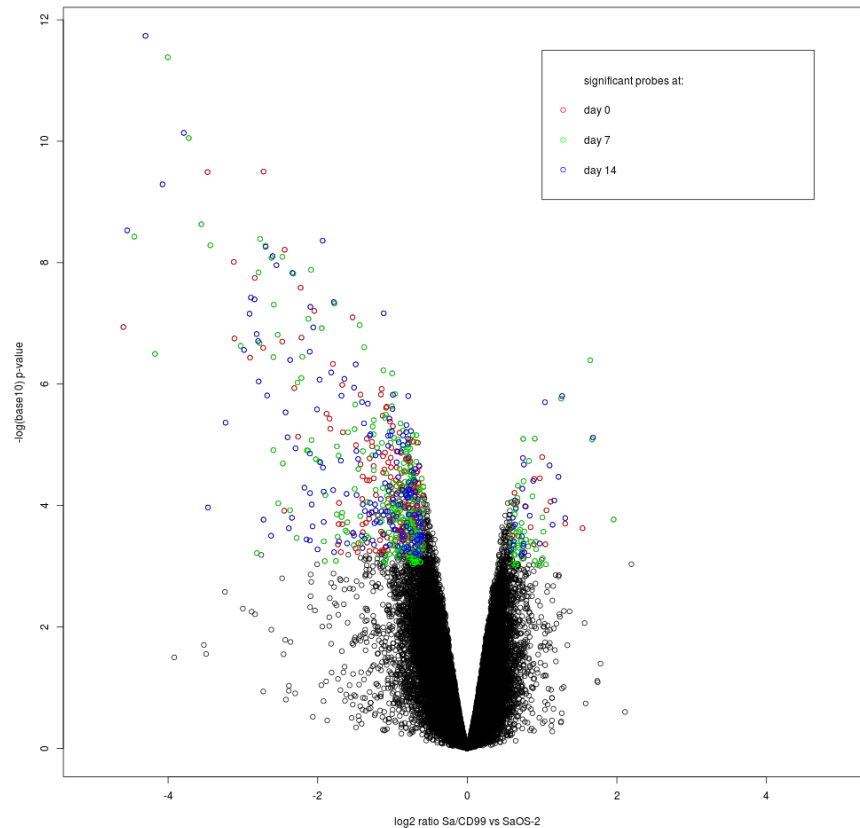**B)****miRNA expression analysis**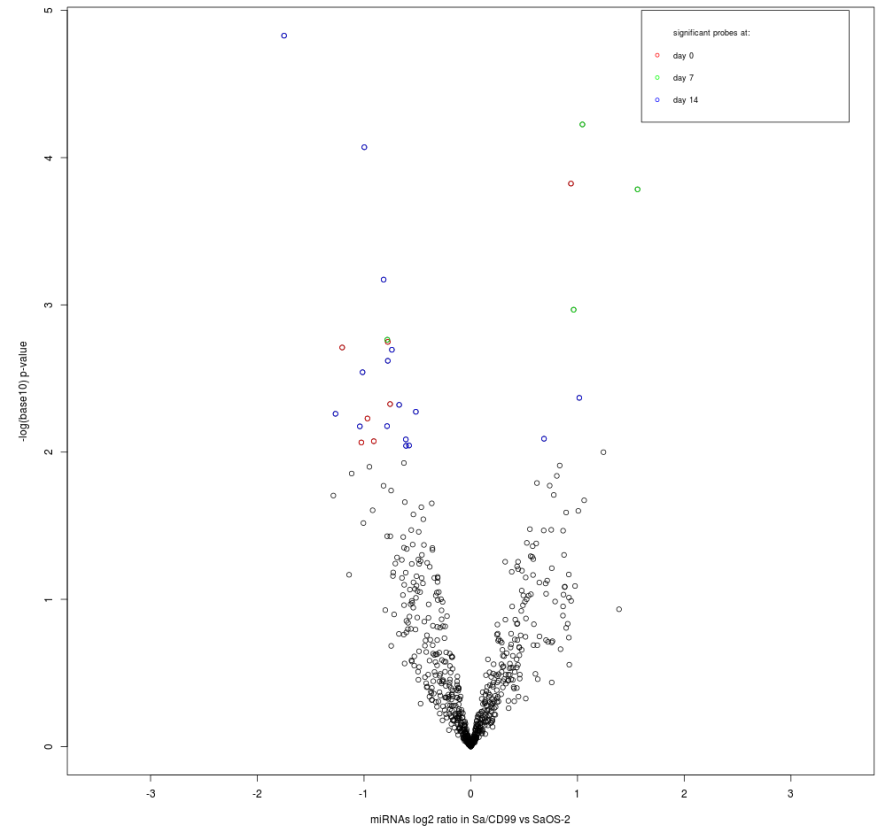**Supplementary Figure S1.**

Volcano plot of gene (a) and miRNA (b) expression data: for both experiments, we marked out genes and miRNA differentially expressed in Sa/CD99 vs Saos-2 at day 0 (red), day 7 (green) and day 14 (blu).

# Supplementary material for: Integrated approaches to miRNAs target definition: time-series analysis in an osteosarcoma differentiative model
**Source:** BMC Med Genomics. 2015 Jun 30;8:34. doi: 10.1186/s12920-015-0106-0
**Supplement:** Additional file 7: Figure S3. — Enrichment analysis of biologically modulated pathways on modulated predicted targets.

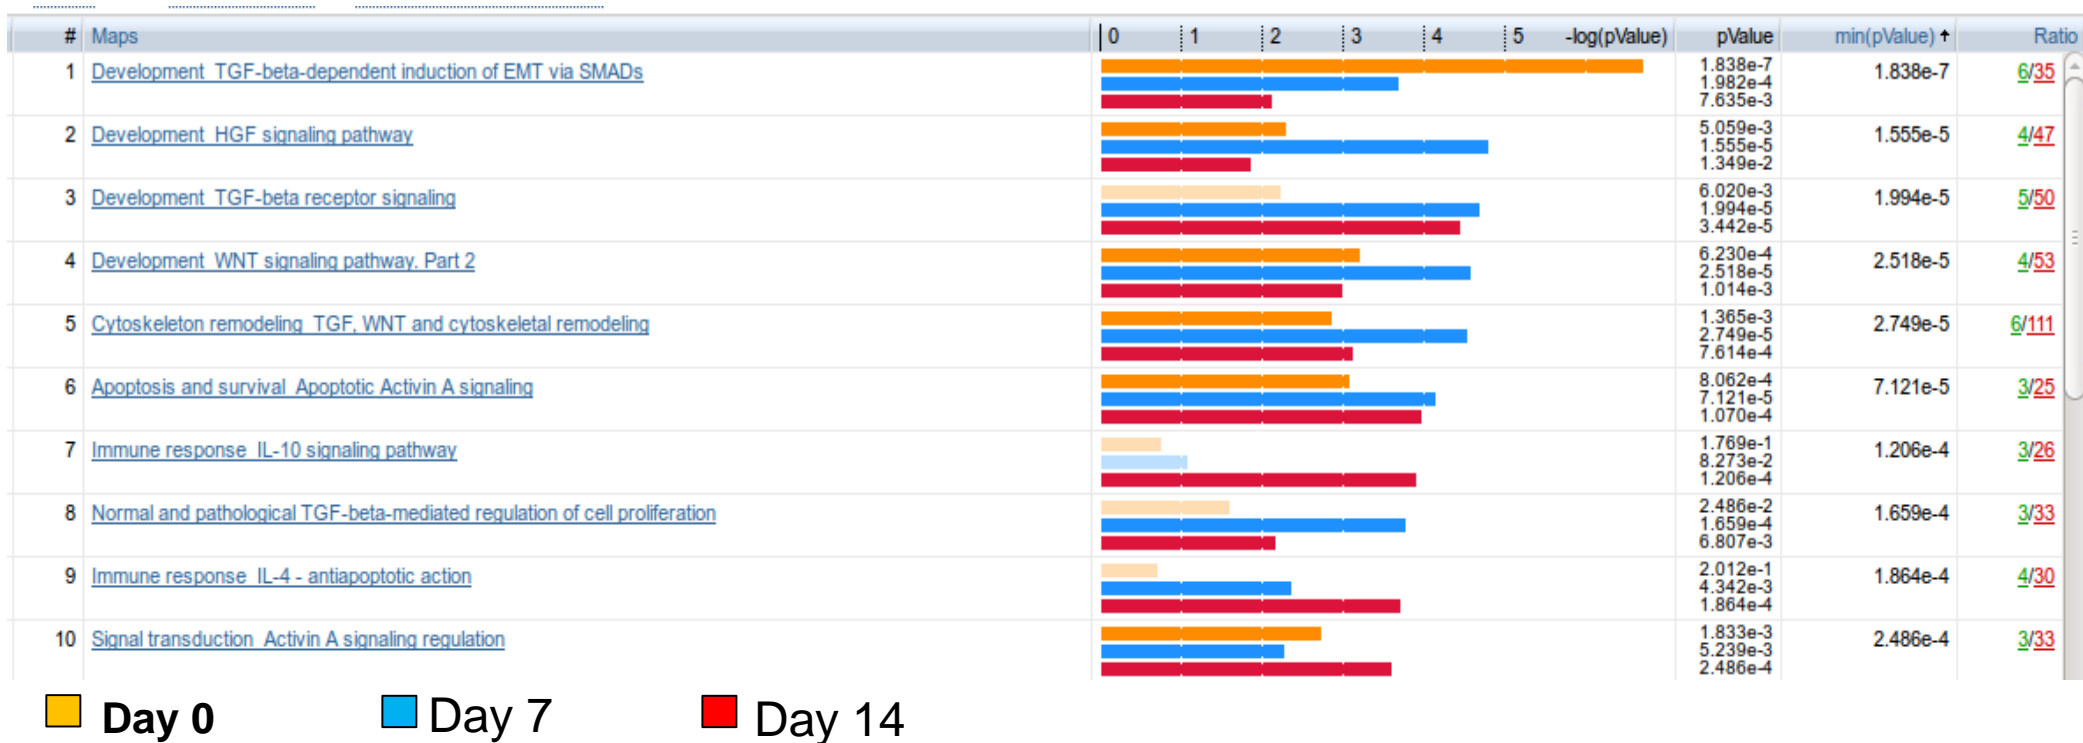

**Figure S3. Enrichment analysis of biologically modulated pathways on modulated predicted targets .**

# Supplementary material for: Integrated approaches to miRNAs target definition: time-series analysis in an osteosarcoma differentiative model
**Source:** BMC Med Genomics. 2015 Jun 30;8:34. doi: 10.1186/s12920-015-0106-0
**Supplement:** Additional file 8: Figure S4. — Frequency histogram of Pearson’s correlation scores (on left) and of related p-values (on right) at the three time points for differentially expressed genes and miRNAs. Dashed lines indicate the threshold (|r| ≥ 0.7 and p-value ≤ 0.05) used to consider significant a correlation.

**Figure S4.** Frequency histogram of Pearson's correlation scores (on left) and of related p-values (on right) at the three time points for differentially expressed genes and miRNAs. Dashed lines indicate the threshold ( $|r| \geq 0.7$  and  $p\text{-value} \leq 0.05$ ) used to consider significant a correlation.

# Supplementary material for: Integrated approaches to miRNAs target definition: time-series analysis in an osteosarcoma differentiative model
**Source:** BMC Med Genomics. 2015 Jun 30;8:34. doi: 10.1186/s12920-015-0106-0
**Supplement:** Additional file 10: Figure S5. — Percentage of negative and positive correlations at each time point and at all time points.

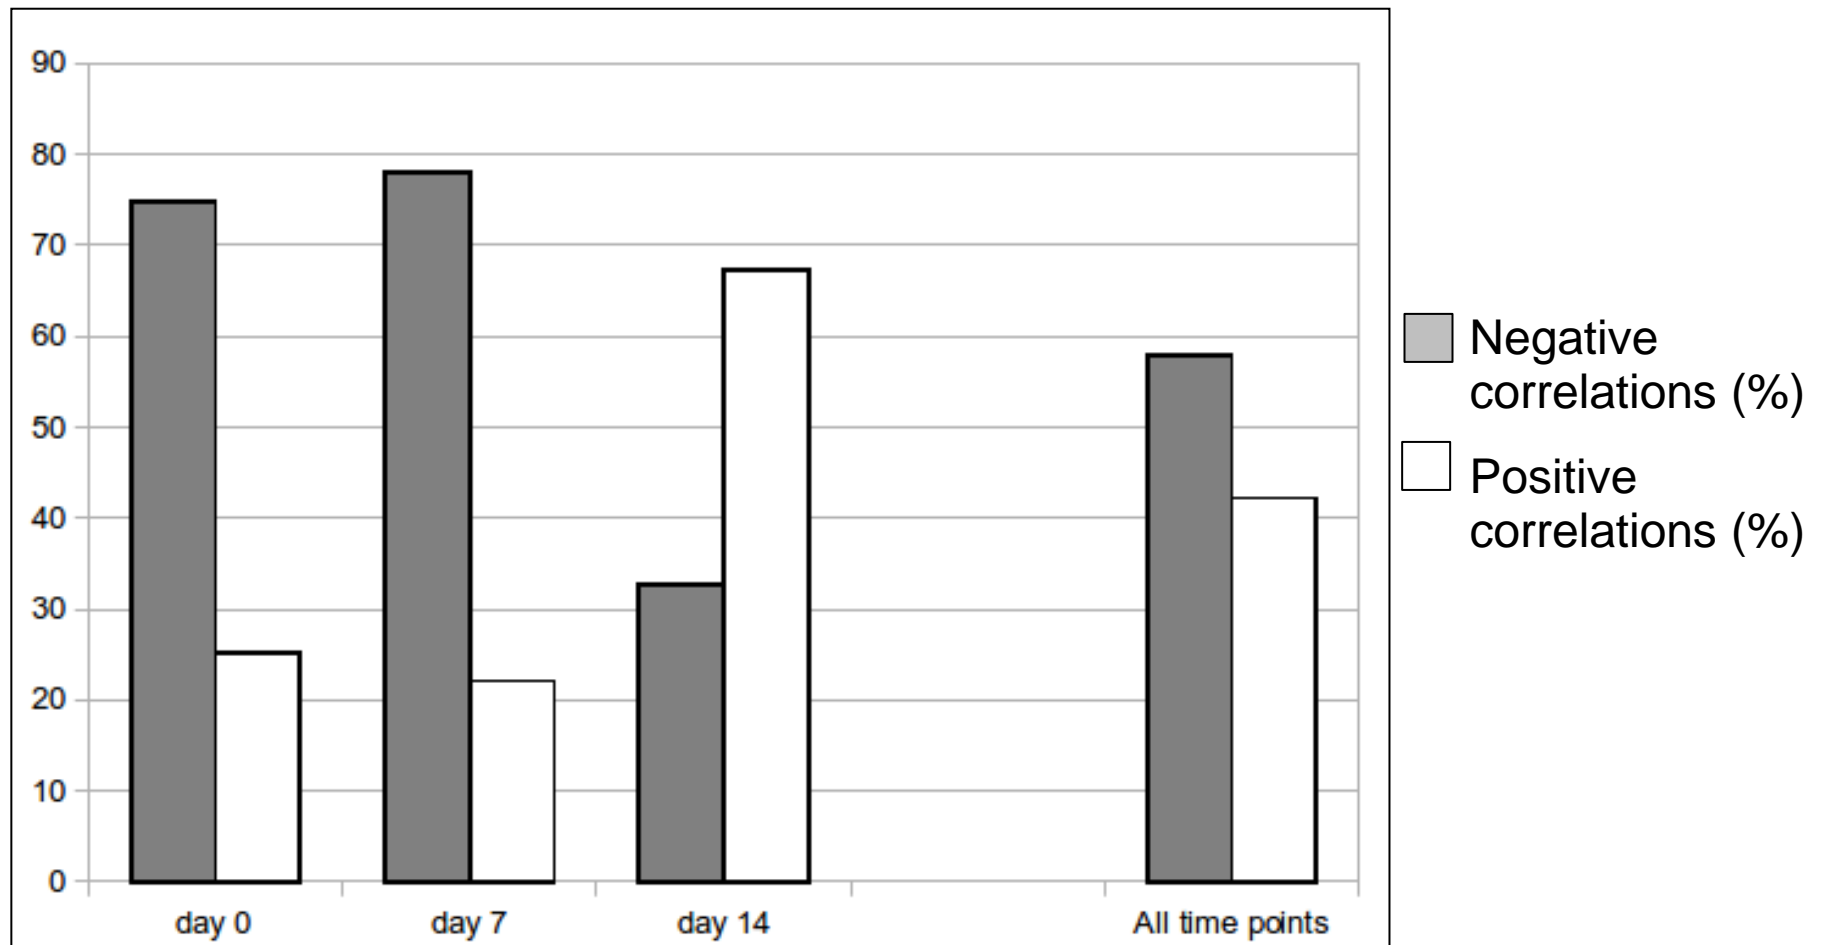

**Figure S5.** Percentage of negative and positive correlations at each time point and at all time points.

# Supplementary material for: Integrated approaches to miRNAs target definition: time-series analysis in an osteosarcoma differentiative model
**Source:** BMC Med Genomics. 2015 Jun 30;8:34. doi: 10.1186/s12920-015-0106-0
**Supplement:** Additional file 11: Figure S6. — Expression levels of CD99 were verified by real-time PCR in parental Saos-2 and both clones for all three days analyzed by expression profiling.

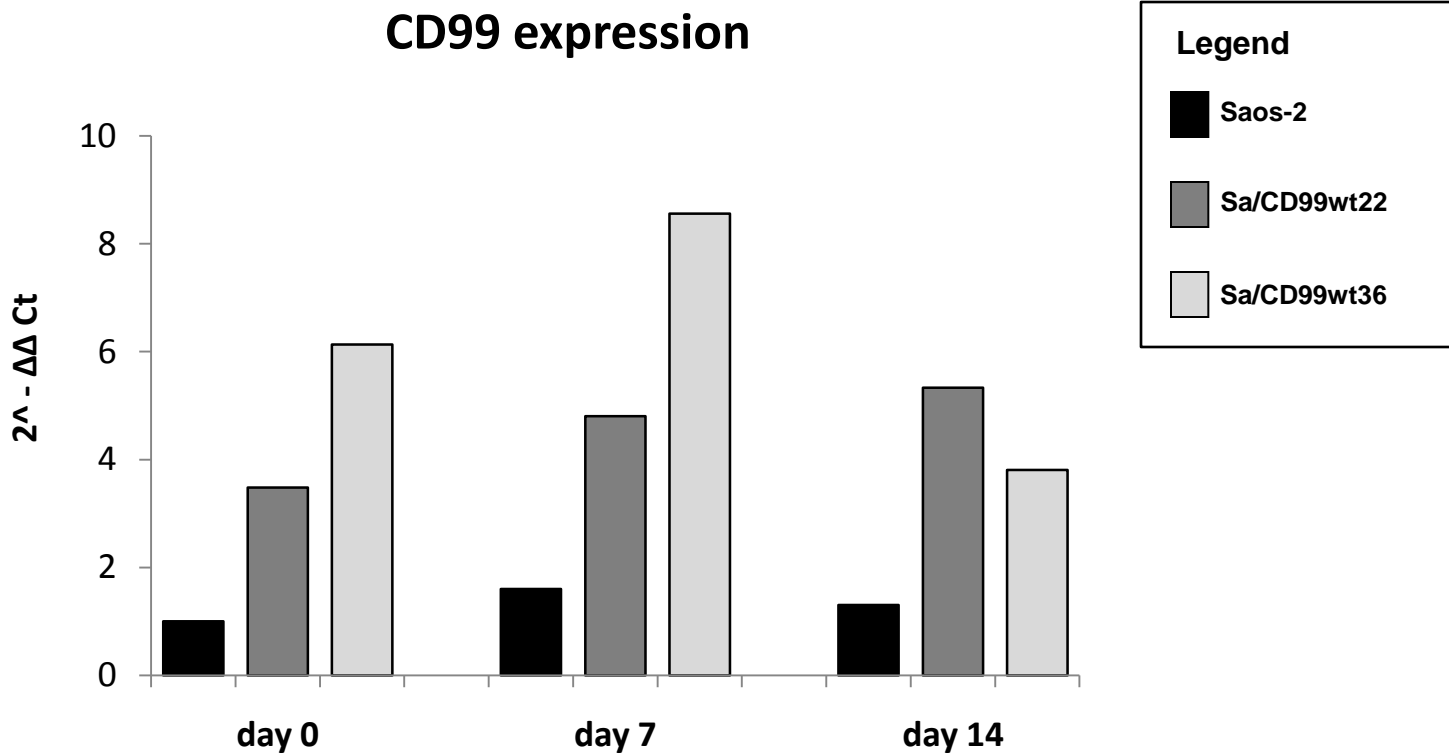

#### Supplementary Table S6

Expression levels of CD99 were verified by real-time PCR in parental Saos-2 and both clones for all three days analyzed by expression profiling.

# Supplementary material for: Integrated approaches to miRNAs target definition: time-series analysis in an osteosarcoma differentiative model
**Source:** BMC Med Genomics. 2015 Jun 30;8:34. doi: 10.1186/s12920-015-0106-0
**Supplement:** Additional file 12: Figure S7. — Density plots of gene and miRNA expression data for all arrays, used for quality control.

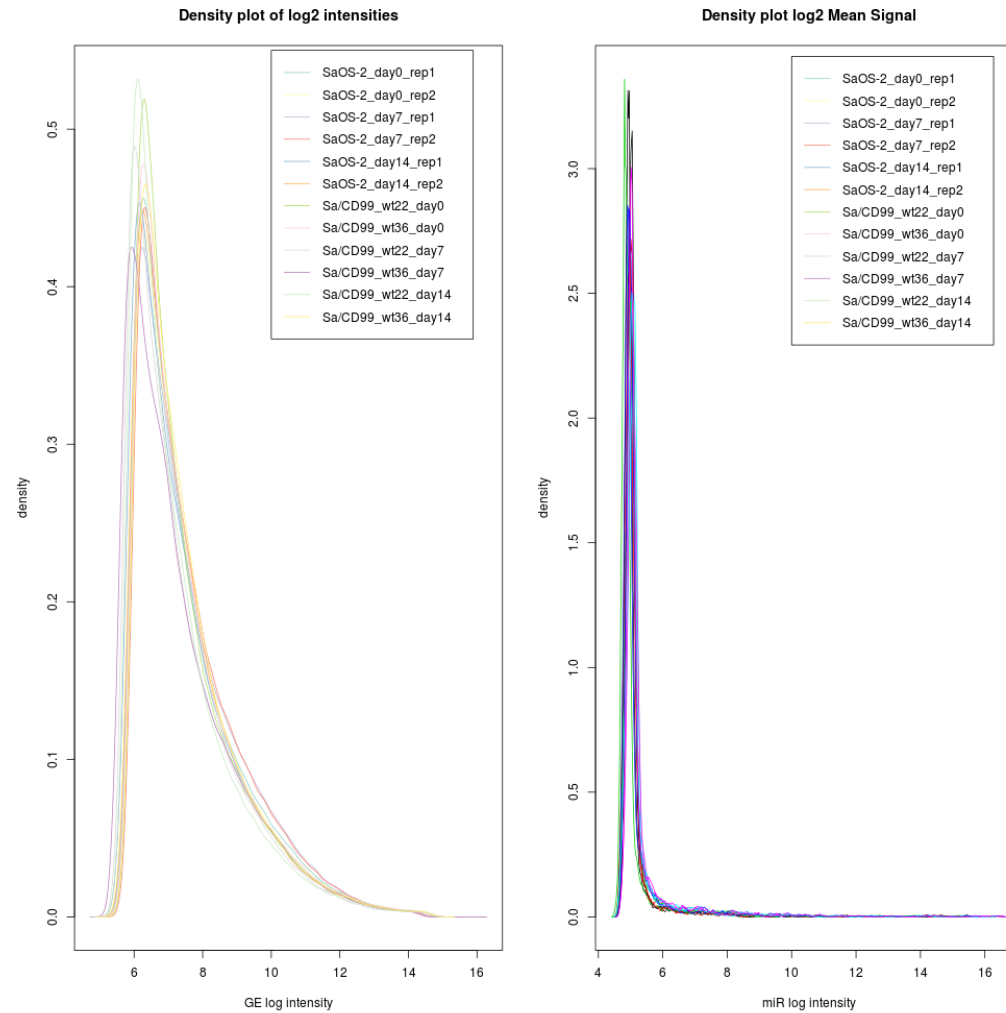

**Figure S7:**

Density plots of gene and miRNA expression data for all arrays, used for quality control.

How the deposited data were processed for this re-analysis (not part of the article)

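The miRNA profiles of Saos-2 and Sa/CD99 cells at days 0, 7 and 14 were analysed from 12 Agilent human miRNA arrays, 2 per cell type and day. The gene expression arrays were not analysed here. The authors scanned the arrays and extracted the intensity of each spot with Feature Extraction, version 10.7.3.1 by the files and v10.5 by the Methods. These deposited intensities are not normalized between arrays. The authors also deposited a table of normalized log2 values of the same arrays, whose scale and handling of undetected miRNAs are not described in it; undetected miRNAs stand at a floor in each column, which inflates differences against them.

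The deposited records disagree on which array is which sample. Each column of the log2 table matched exactly 1 scanner array in its detected and undetected miRNAs, for 847 of 847 shared names, and for all 12 this was an array filed under another sample. The scanner files were filed under the samples in the order of the files' names, for 12 of 12. The main values use the samples under which the scanner arrays were filed. The log2 table by its own column labels was an alternative set before the data were examined. The relabelled arrays, which carry the labels of the table over to the scanner arrays, were added afterwards. Before any of these were fitted, rough values of all 3 sets had been compared with Table 2, and the relabelled arrays were compared with it again after normalization and before the arrays as filed had been fitted. The relabelled arrays were first taken as the main values because they lay closest to Table 2. This was withdrawn because closeness to the paper is not a reason to choose a label. The comparison shows whose labels the values of Table 2 follow, not which record is right.

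Each array had 15739 spots, of which 15024 were not controls, and 851 human miRNA names. The median spot intensity was used in place of the mean, which the files do not hold. The rma background correction was rewritten from its published form, followed by quantile normalization, log2 transformation and median polish over the spots of a miRNA, with spots flagged as non-uniform or population outliers left out. miRNAs detected on both arrays of at least 1 group were kept, 213 as filed, 219 relabelled and 219 in the log2 table. limma 3.58.1 on R 4.3.3 fitted the 6 groups with 6 residual degrees of freedom. A miRNA was called at p of at most 0.01 and an absolute log2 fold change of at least 0.485, as in the Methods, and Benjamini-Hochberg adjusted values at 0.05 are given beside these. Changes within a cell type, differences over all days and the interaction of cell type and day were called at an adjusted p of 0.05. On simulated values of 851 miRNAs with 200 changed at day 0, 86% of the changed miRNAs and 0.307% of the unchanged ones were called. The simulation used independent normal noise, the spreads of all 851 miRNAs without the filter, and changes of chosen size. It checks the procedure and does not give the power of the tests of the 213 miRNAs.

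The miRNAs named are those of Table 2 and of the text, the 5 largest calls per day whose groups do not overlap, and the 5 leading miRNAs of each result with an adjusted threshold. A miRNA undetected on every array of a group has only a bound there. miRNAs encoded in 14q32 and on chromosome 18 were placed by the RefSeq annotation of GRCh38.p14, which placed 181 of the 213 tested miRNAs, 85.0%; the limit of 14q32, beyond FOXN3, was set after the files had been seen and before the values of the set. A set of fewer than 3 miRNAs was not tested. Medians of sets were ranked among 10000 random lists matched on mean level.

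Clones 22 and 36 are each 1 cell line across days, so their numbers pair the Sa/CD99 arrays. For Saos-2 the records do not name what a number shares. As filed, the deviations of same-numbered Sa/CD99 arrays from their group means had a correlation across miRNAs of -0.908 between days 0 and 7, 0.198 between days 0 and 14 and -0.0627 between days 7 and 14. For Saos-2 the same correlations were -0.617, 0.0386 and -0.0492. After relabelling they were 0.300, 0.298 and 0.164 for Sa/CD99 and 0.306, 0.461 and 0.283 for Saos-2, so that same-numbered Saos-2 arrays deviated together by those labels and not as filed. The replicate block holds the numbers of both. The alternatives changed the normalization, the background correction, the summary, the filter, the thresholds, the flagged spots, the arrays in the fit and the replicate block. Of Table S5, 509 of the 510 couples were read.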

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

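The interaction tests were planned, but the relabelled arrays they refer to, and the weighing of slide and total signal, were chosen only after the results were seen.

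On the arrays as filed, limma's test of the interaction of cell type and day found 0 of 213 miRNAs at an adjusted p of 0.05, and 0 at an unadjusted p of 0.05. Some would be below the unadjusted limit by chance alone. The filed Sa/CD99 pairs joined total signals of 9132 with 25232 at day 0 and 9537 with 56553 at day 7. Such pairs can widen the spread within groups, so this null result carries little weight. With the relabelled arrays the difference between Sa/CD99 and Saos-2 depended on the day for 3 of 219 miRNAs. These were miR-1305 (adjusted p = 0.00351), miR-139-3p (adjusted p = 0.00351) and miR-892b (adjusted p = 0.0114). All 3 were lower in Sa/CD99 at day 7 and higher at day 14. With each relabelled array left out in turn, the count lay between 2 and 4. The authors' deposited value table, with the same labels, gave 4 other miRNAs, miR-378, miR-596, miR-23a* and miR-550, and none of the 3. All 4 stand at the floor on both Sa/CD99 arrays of day 0, and miR-23a* and miR-550 also in Saos-2 at days 0 and 14, so that their calls rest in part on floor values. miR-139-3p was undetected in both cell types at day 0 and on 1 of the 2 relabelled Sa/CD99 arrays of day 7.

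The 3 miRNAs passed the interaction test only on the relabelled scanner arrays. In the authors' values under the same labels they did not pass it, although all 3 were again lower at day 7, by log2 fold changes of -0.88 for miR-1305, -5.27 for miR-139-3p and -1.37 for miR-892b, and higher at day 14, by 1.75, 3.74 and 1.82. The pattern needs the labels of that table, and which record is right was not settled. Under those labels day 0 lies on 1 slide for both cell types, so an offset between slides that acts alike on both cell types cancels at days 0 and 14. At day 7 the Saos-2 arrays lie on 1 slide and the Sa/CD99 arrays on the other, so slide and cell type cannot be told apart at that day, and the interaction is open to it. The 4 day 0 arrays are also the 4 of lowest total signal among the 12. A biological dependence on the day of differentiation stays open and untested.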

How the results depend on the processing

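The relabelled arrays, alone and with no filter or with the replicate block, and the crossed clone numbers were chosen only after the results were seen; the other alternatives were set beforehand. The cause of each change below was not tested unless it is stated.

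The labels changed directions as well as counts. With the authors' deposited value table, miR-34a turned from lower to higher in Sa/CD99, with log2 fold changes of 6.44, 3.1 and 1.17 at days 0, 7 and 14, of which the first rests on values at the floor. That table gave 7 calls at day 7, 6 miRNAs that differ over all days, 163 and 122 changed from day 0 to day 14 in Sa/CD99 and Saos-2, 4 whose difference depends on the day, and a 14q32 median of 0.29. With the relabelled arrays miR-34a was 1.12, 1.03 and 0.37, with 4 calls at day 7, 2 miRNAs over all days, 157 and 128 changed from day 0 to day 14, 3 that depend on the day and a 14q32 median of 0.012. Relabelled with no filter, miR-34a was again 1.12, 1.03 and 0.37, with 13 calls at day 0, 6 at day 7, 0 over all days, 165 and 116 changed from day 0 to day 14, 3 that depend on the day and a 14q32 median of 0.019. Relabelled with the replicate block, the values of miR-34a were 1.12, 1.03 and 0.37, with 4 calls at day 7, 0 over all days, 176 and 155 changed from day 0 to day 14, 3 that depend on the day and a 14q32 median of 0.012.

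On the arrays as filed, the 7 calls at day 0 became 3 with 75th percentile scaling over miRNAs detected on all arrays, 2 with scaling over all probes, 2 with normexp, 4 with flagged spots kept, 14 with no filter, 0 among miRNAs detected on all 12 arrays and 0 after Benjamini-Hochberg adjustment. At day 7 the count of 0 became 3 with no filter. The 15 calls at day 14 became 4 with scaling over the detected miRNAs, 6 with cyclic loess, 9 with the total gene signal, 5 with no background correction, 4 with normexp, 62 with only the 4 arrays of that day, where 80 passed Benjamini-Hochberg adjustment alone, and 0 after that adjustment in the fit of all arrays. The 87 miRNAs that differ over all days became 47 with cyclic loess, 47 among miRNAs detected on all arrays, and 0 with no filter. From day 0 to day 14 in Sa/CD99, 0 became 1 with the total gene signal and 2 at an unadjusted p of 0.01 with the fold limit. The median log2 fold change of all tested miRNAs ranged over the normalizations and background corrections from -0.11 to 0.47 at day 0, from -0.23 to 0.10 at day 7 and from -0.17 to 0.70 at day 14. With the total gene signal miR-34a at day 0 was 0.41, below the 0.47 of all miRNAs under that setting. The 14q32 median, -0.77 in the main values, was -1.32 and -1.39 with both 75th percentile scalings and -1.93 with the total gene signal, no longer in the lowest 2.5% of random lists, and 0.020 with no filter.

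With each array left out in turn, the calls ranged from 0 to 22 at day 0, from 0 to 25 at day 7 and from 0 to 8 at day 14, and miRNAs over all days from 0 to 133. The log2 fold change of miR-34a ranged from -0.55 to 0.14 at day 0, positive without clone 22 and without Saos-2 replicate 1, from -1.42 to -1.09 at day 7 and from -1.49 to -0.35 at day 14, and the 14q32 median from -1.02 to -0.52. Its percentile among random lists ranged from 0.435 to 5.19 and was no longer in the lowest 2.5% without clone 36 of day 0 (3.72), Saos-2 replicate 2 of day 0 (2.53), Saos-2 replicate 1 of day 7 (2.795) or Saos-2 replicate 2 of day 14 (5.19). A lone array was assumed to vary like the other groups.

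With the replicate block, 24 miRNAs were called at day 14 and 154 differed over all days; it moved no other count of the arrays as filed by over 1.5 times and left miR-34a uncalled. With the clone numbers of day 7 crossed in the block there were 6, 0 and 21 calls by day and 50 miRNAs over all days. A first version that also crossed the Saos-2 numbers had been run before it was narrowed to the clones.

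Slide could not be fitted as a block. As filed each slide holds 1 cell type, and on the relabelled arrays the 6 groups already fix the slide. The chromosome 18 set was not run with the filter, which left no miRNA of it with 1 locus; without the filter its 5 miRNAs had a median of 0.08. The 14q32 set was not run among miRNAs detected on all arrays, which left too few members. Signal limits these values too, since between 133 and 229 of 851 human miRNAs were detected per array.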

Differences from the paper's values

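The alternatives are those set before the data were examined, apart from the relabelled arrays, which were chosen after the values, and their closeness to Table 2, had been seen. A value is said to reach the paper when it has the paper's sign and lies within the residual SD of the paper's value. The SD is that of each setting, so a setting with a wider spread reaches the paper more easily. A miRNA undetected on both arrays of 1 cell type has only a bound, which is said to reach the paper when it has the paper's sign and is at most 1.5 times the paper's fold. Where the miRNA was undetected in both cell types, or the bound did not exceed 1, there is no fold to compare. In the deposited value table, where 1 of 2 arrays at the floor inflates the SD, a value reaches the paper within 1.5 times of it.

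The paper called 4 miRNAs at day 7 and the arrays as filed gave 0. No filter, with 3 calls, came within 1.5 times of the paper in number only, since all 3 were higher in Sa/CD99 and none was marked at that day in Table 2. The relabelled arrays, chosen after seeing the values, gave 4. The other alternatives did not. The counts of 7 and 15 at days 0 and 14 lay near the paper's 7 and 16, but none of the miRNAs called was in Table 2.

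Of the 66 log fold changes of Table 2, 51 differed on the arrays as filed, and 44 had the opposite sign. Of the 66 values here, 14 are bounds, with the miRNA undetected on both Sa/CD99 arrays. The authors' deposited value table gave a fold for 51 of the 66, of which 28 differed, and the relabelled arrays for 55, of which 9 differed. The correlation with Table 2 across the values that are not bounds, which are not independent, was -0.312 over 52 as filed, 0.821 over 49 for the deposited value table and 0.991 over 49 for the relabelled arrays. This shows that the values of Table 2 follow the labels of the deposited value table, not which labels are right. Table 2 marks 27 values as significant. The arrays as filed called 0 of them. The authors' deposited value table called 9, all with the sign of the paper. These were miR-378 and miR-34a at day 0, miR-34a and miR-139-3p at day 7, and miR-1305, miR-500, miR-342-3p, miR-26b and miR-1469 at day 14. The relabelled arrays, chosen after seeing the values, called 18 with the sign of the paper, 21 with no filter and 17 with the replicate block. At day 14 and with the opposite sign, 75th percentile scaling over all probes and the replicate block each called miR-150*, and the fit of only the 4 arrays of that day called 6, namely miR-1305, miR-1181, miR-1288, miR-150*, miR-1914* and miR-520e.

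miR-342-3p at day 0 (1.83 here, -0.834 in the paper), miR-1288 at day 0 (-0.85 here, 0.575 in the paper), miR-26b at day 0 (0.57 here, -0.433 in the paper), miR-342-3p at day 7 (1.66 here, -0.808 in the paper), miR-1181 at day 7 (-1.72 here, 0.385 in the paper), miR-150* at day 7 (-2.15 here, 0.113 in the paper), miR-378 at day 14 (-0.91 here, 0.109 in the paper), miR-34a at day 14 (-0.92 here, 0.327 in the paper), miR-1238 at day 14 (0.83 here, -0.302 in the paper), miR-191* at day 14 (0.94 here, -0.216 in the paper), miR-1181 at day 14 (at most -2.32 here, 0.672 in the paper), miR-1288 at day 14 (-2.15 here, 1.269 in the paper), miR-150* at day 14 (at most -3.61 here, 0.784 in the paper), miR-1914* at day 14 (-2.71 here, 1.04 in the paper) and miR-520e at day 14 (at most -1.39 here, 0.61 in the paper) reached the paper under the authors' deposited value table and under no other alternative set beforehand, and also on the relabelled arrays, chosen after seeing the values.

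miR-1305 at day 0 (-1.31 here, 0.757 in the paper), miR-1914* at day 0 (-1.83 here, 0.276 in the paper), miR-425* at day 7 (-0.52 here, 0.537 in the paper), miR-26b at day 7 (0.71 here, -0.443 in the paper), miR-520e at day 7 (-1.29 here, 0.231 in the paper), miR-425* at day 14 (0.39 here, -0.199 in the paper), miR-892b at day 14 (-0.95 here, 0.999 in the paper), miR-760 at day 14 (at most -0.51 here, 0.737 in the paper), miR-1299 at day 14 (at most -0.73 here, 0.778 in the paper), miR-342-3p at day 14 (1.72 here, -1.018 in the paper), miR-202 at day 14 (at most -0.69 here, 0.607 in the paper) and miR-1469 at day 14 (at most -0.43 here, 0.579 in the paper) did not reach the paper under any alternative set beforehand, and did on the relabelled arrays, chosen after seeing the values.

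miR-500 at day 0 (-1.09 here, 0.008 in the paper), miR-1181 at day 0 (-1.66 here, 0.045 in the paper), miR-150* at day 0 (-2.67 here, 0.177 in the paper), miR-520e at day 0 (-1.28 here, 0.036 in the paper) and miR-202 at day 0 (at most -1.39 here, 0.007 in the paper) did not reach the paper under any alternative set beforehand, and the authors' deposited value table and the relabelled arrays gave no fold.

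miR-34a at day 7 (-1.25 here, 0.781 in the paper), miR-139-3p at day 14 (at most -0.83 here, 1.013 in the paper), miR-500 at day 14 (at most -0.85 here, 0.818 in the paper) and miR-516a-5p at day 14 (at most -0.41 here, 0.512 in the paper) did not reach the paper under any alternative set beforehand, nor on the relabelled arrays. On the relabelled arrays they were 1.03, 1.29, 1.05 and 0.84, each called and with the sign of the paper, and missed only the limit on distance.

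miR-34a at day 0 (-0.21 here, 0.777 in the paper) reached the paper under the total gene signal and under no other alternative set beforehand, and also on the relabelled arrays, chosen after seeing the values.

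miR-1225-3p at day 0 (0.57 here, 1.206 in the paper) reached the paper under the total gene signal, the fit without Sa/CD99 day 0 replicate 22 and the fit without Saos-2 day 0 replicate 2 and under no other alternative set beforehand, and also on the relabelled arrays, chosen after seeing the values.

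miR-892b at day 0 (-0.55 here, 0.176 in the paper) reached the paper under the fit without Sa/CD99 day 0 replicate 36 and under no other alternative set beforehand, and the authors' deposited value table and the relabelled arrays gave no fold.

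miR-139-3p at day 0 (-0.23 here, 0.024 in the paper) reached the paper under the fit without Sa/CD99 day 0 replicate 36 and the fit without Saos-2 day 0 replicate 1 and under no other alternative set beforehand, and the authors' deposited value table and the relabelled arrays gave no fold.

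miR-760 at day 0 (at most -0.89 here, -0.058 in the paper) reached the paper under cyclic loess, no background correction, normexp and the fit without Saos-2 day 0 replicate 1 and under no other alternative set beforehand, and the authors' deposited value table and the relabelled arrays gave no fold.

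miR-1299 at day 0 (at most -1.25 here, -0.04 in the paper) reached the paper under no background correction and normexp and under no other alternative set beforehand, and the authors' deposited value table and the relabelled arrays gave no fold.

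miR-516a-5p at day 0 (at most -0.65 here, -0.001 in the paper) reached the paper under no background correction, normexp, the fit without Sa/CD99 day 0 replicate 22 and the fit without Saos-2 day 0 replicate 1 and under no other alternative set beforehand, and the authors' deposited value table and the relabelled arrays gave no fold.

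miR-1469 at day 0 (-0.78 here, -0.032 in the paper) reached the paper under the fit without Saos-2 day 0 replicate 1 and under no other alternative set beforehand, and the authors' deposited value table and the relabelled arrays gave no fold.

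miR-1225-3p at day 7 (-0.23 here, 0.142 in the paper) reached the paper under the fit without Saos-2 day 7 replicate 2 and under no other alternative set beforehand, and also on the relabelled arrays, chosen after seeing the values.

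miR-191* at day 7 (-0.18 here, 0.553 in the paper) reached the paper under the fit without Sa/CD99 day 7 replicate 36 and under no other alternative set beforehand, and also on the relabelled arrays, chosen after seeing the values.

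miR-139-3p at day 7 (0.21 here, -1.562 in the paper) reached the paper under the fit without Sa/CD99 day 7 replicate 36 and the fit without Saos-2 day 7 replicate 1 and under no other alternative set beforehand, and not on the relabelled arrays. On the latter it was -2.10, called and with the sign of the paper.

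miR-516a-5p at day 7 (-0.59 here, -0.049 in the paper) reached the paper under the total gene signal, normexp, the fit without Sa/CD99 day 7 replicate 22, the fit without Sa/CD99 day 7 replicate 36 and only the 4 arrays of that day and under no other alternative set beforehand, and also on the relabelled arrays, chosen after seeing the values, and the authors' deposited value table gave no fold.

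miR-1914* at day 7 (-1.82 here, -0.23 in the paper) reached the paper under no background correction, normexp, the fit without Sa/CD99 day 7 replicate 22, the fit without Saos-2 day 7 replicate 2 and only the 4 arrays of that day and under no other alternative set beforehand, and also on the relabelled arrays, chosen after seeing the values.

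miR-1305 at day 14 (-1.76 here, 1.75 in the paper) reached the paper under the authors' deposited value table and under no other alternative set beforehand, and not on the relabelled arrays. On the latter it was 2.04, called and with the sign of the paper.

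miR-26b at day 14 (0.22 here, -0.687 in the paper) reached the paper under 75th percentile scaling over all probes, the fit without Sa/CD99 day 14 replicate 36 and the fit without Saos-2 day 14 replicate 2 and under no other alternative set beforehand, and also on the relabelled arrays, chosen after seeing the values.

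The paper describes miR-34a as higher in Sa/CD99 and the miRs of days 0 and 14 as mostly higher. On the arrays as filed miR-34a was lower at the 3 days, and 1 of 7 and 3 of 15 calls were higher. The paper names miR-342-3p as the most down-regulated at day 14, where it was 1.72 as filed, and miR-139-3p, miR-1288 and miR-1914* as the most up-regulated, where miR-1288 and miR-1914* were -2.15 and -2.71 and miR-139-3p was undetected in Sa/CD99. The text names miR-425 where Table 2 lists miR-425*. Of the day 0 miRs, the paper describes only miR-1305 as staying modulated over differentiation, and Table 2 marks it at all 3 days. Table 2 marks miR-34a at days 0 and 7, as the paper's text also states.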

Other observations

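The test of 14q32 on the arrays as filed was planned; the same test on the relabelled arrays and the tests of labels, of the order of filing, of chance, slide and total signal were chosen only after the results were seen.

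The deposited records give the same 12 arrays different samples. If the scanner arrays were filed under the wrong samples, arrays paired by the filing need not be alike. The 6 filed pairs had a mean correlation across miRNAs of 0.884, above the median of 0.839 over all pairings, and 1246 of the 10395 possible pairings were at least as alike, so the filing cannot be set apart from a chance pairing. The 6 pairs of the deposited value table had a mean of 0.954, and 61 of the 10395 were at least as alike, which argues against labels in that table that part the arrays of a group. An exchange of whole groups would leave the pairs intact and was not tested. Arrays of low total signal resemble one another, and this may carry part of the likeness. A candidate explanation is that the scanner files are misfiled. As filed, the Sa/CD99 pairs joined unlike total signals, 9132 with 25232 at day 0 and 9537 with 56553 at day 7. By the labels of the deposited value table, the 4 arrays of lowest total signal are the 4 of day 0. Deviations of same-numbered Sa/CD99 arrays between days 0 and 7 correlated at -0.908 as filed and 0.300 relabelled. These values go with misfiling but do not name the cells, and only the authors' records can settle it. The filed samples run in the order of the scanner files' names, which is the order of slide and position, for 12 of the 12 arrays, as they would if files had been given to samples in that order. Arrays hybridised in the order of the samples would run so too, and these cannot be told apart.

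The arrays as filed gave 87 miRNAs that differed over all days. In a model with day and cell type, which gave 123, 3 of 100 splits of the arrays, the real one included, gave as many, so chance can be excluded at that level. The real split is also the split by slide, and 0 slides hold both cell types, so cell type and slide cannot be told apart. The arrays of lowest total signal were also all filed as Sa/CD99, both of day 14 among them. Of the 87, miR-630 and miR-663 were undetected on those arrays alone. Whether low signal carries part of the 87 as a set was not tested. After relabelling the same model gave 3 miRNAs, and 2 of 100 splits gave as many.

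As filed, 0 miRNAs changed from day 0 to day 14 in either cell type at an adjusted p of 0.05 from limma, with 10 at an unadjusted p of 0.05 in Sa/CD99 and 4 in Saos-2. With relabelling, 157 changed in Sa/CD99 and 128 in Saos-2, among them miR-630, undetected at day 0 and at least 263-fold and 129-fold higher at day 14, bounds equal to the folds between the group means. There day 0 lies on 1 slide and day 14 on the other in both cell types, so slide and day cannot be told apart. From day 0 to day 7 in Saos-2, within 1 slide, 103 changed, so changes from day 0 are also seen without a change of slide. The 4 relabelled day 0 arrays are the 4 of lowest total signal among the 12, so a low signal and the day cannot be told apart either. A biological change with differentiation stays open.

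The paper places miR-342-3p in 14q32 and lists it as lower. A lower copy number of 14q32 in the clones was tested as an explanation. As filed the 7 measured 14q32 miRNAs had a median log2 fold change of -0.77, 5 of them lower, at percentile 1.27 of random lists, between 0.435 and 5.19 with each array left out, but miR-342-3p itself was higher, so the pattern to be explained is absent there. On the relabelled arrays, where it is lower, the median was 0.012, at percentile 32.0, with 3 of 7 lower, and decides nothing. In the authors' deposited value table, where miR-342-3p is also lower, the median was 0.29, at percentile 77.4, with 1 of 7 lower. The 14q32 miRNAs as a set were thus not lower in that table. Copy number was not measured here.

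The couples of Table S5, 509 of 510 of which were read, had p-values that match their r within 1% for 6 values per couple in 509 of 509 cases, and for 4 or 12 values in 0. The paper profiled 4 samples per day, so these p-values do not match an r taken within a single day. In the paper, several miR-34a couples have the same r on different days, which also argues against an r taken within a day for those couples. The paper does not state which samples gave the 6 values.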
